# Transcriptomic Profiling of Gametogenesis in Triploid Pacific Oysters *Crassostrea gigas*: Towards an Understanding of Partial Sterility Associated with Triploidy

**DOI:** 10.1371/journal.pone.0112094

**Published:** 2014-11-06

**Authors:** Nolwenn M. Dheilly, Aude Jouaux, Pierre Boudry, Pascal Favrel, Christophe Lelong

## Abstract

**Background:**

Triploidy can occur in many animal species but is often lethal. Among invertebrates, amphibians and fishes, triploids are viable although often sterile or infertile. Most triploids of the Pacific oyster *Crassostrea gigas* are almost sterile (named “3nβ”) yet a low but significant proportion show an advanced gametogenesis (named “3nα”). These oysters thus constitute an interesting model to study the effect of triploidy on germ cell development. We used microarrays to compare the gonad transcriptomes of diploid 2n and the abovementioned triploid 3nβ and 3nα male and female oysters throughout gametogenesis.

**Results:**

All triploids displayed an upregulation of genes related to DNA repair and apoptosis and a downregulation of genes associated with cell division. The comparison of 3nα and 3nβ transcriptomes with 2n revealed the likely involvement of a cell cycle checkpoint during mitosis in the successful but delayed development of gonads in 3nα individuals. In contrast, a disruption of sex differentiation mechanisms may explain the sterility of 3nβ individuals with 3nβ females expressing male-specific genes and 3nβ males expressing female-specific genes.

**Conclusions:**

The disruption of sex differentiation and mitosis may be responsible for the impaired gametogenesis of triploid Pacific oysters. The function of the numerous candidate genes identified in our study should now be studied in detail in order to elucidate their role in sex determination, mitosis/meiosis control, pachytene cell cycle checkpoint, and the control of DNA repair/apoptosis.

## Background

Polyploidy occurs when mitotic or meiotic accidents induce the formation of gametes with more than one set of chromosomes. Triploidy results from the fusion of haploid and diploid gametes and can occur among all animal species. In mammals and birds, the odd number of chromosomes severely impacting mitosis and meiosis, frequently leads to lethal abnormalities [1], [2], [3], making triploids less common in the wild. In invertebrates, amphibians and fishes, triploids are often difficult to distinguish from diploids, however, in some species, they have a larger body size and faster growth than diploids. This is often however at the expense of gonadal development [4], [5], [6], [7] since in most species, triploids are either sterile or infertile. Differences in growth and reproductive capacity between diploid and triploids have often been used in aquaculture to increase production or to reduce genetic impact of escapes from cultured stock [8], [9], [10].

Since its first induction in the early 1980’s [11], triploidy has become an important innovation in the oyster aquaculture industry. Triploid oysters can be produced by two methods: by inhibiting polar body formation after fertilization or by mating diploid and tetraploid broodstock. Recently, in the Pacific oyster *Crassostrea gigas* (Thunberg, 1793) and the American oyster *Crassostrea virginica* (Gmelin, 1791), triploid oysters have been produced and grown in large quantities using the second method [12], [13]. They present an important aquacultural benefit mainly by virtue of their faster growth [14], [15], their strong reduction of gonad development [16], [17], [18] and their better survival [19]. The Pacific oyster is an alternating and irregular protandrous hermaphrodite, meaning that most (≈20% [19]) individuals mature first as males and then change sex several times. While sex ratio is not affected by triploidy in *C. gigas* (resulting either from chemical induction or from crosses between tetraploid and diploid parents), the number of simultaneous hermaphrodites and undifferentiated individuals is significantly higher [18].

Most triploid oysters display highly reduced gonadal development compared with diploid oysters [18], and thus are commonly referred to as being sterile and are considered as genetically confined. However, 25% of triploid oysters have been shown to produce a significant number of gametes [17], [20], [21] and revert to diploid-triploid mosaics [22]. Such non-sterile triploid oysters have been named triploid alpha (3nα) oysters, differentiating them from those producing only a few gametes called triploid beta (3nβ) [20]. Interestingly, gametes of triploid oysters can reach functional maturity [23] and when fertilized, can develop into some viable progeny, though the proportion of aneuploids is high [23], [24].

The vast majority of studies on triploid gametogenesis have relied solely on qualitative or quantitative histological observations. Data able to unravel the mechanisms behind the physiological differences in gametogenesis of triploid individuals is lacking. Because both sterile and partially fertile triploid oysters exist, oysters constitute a unique model to study the effect of triploidy on germ cell development. The current study was designed in order to provide more information on the molecular mechanisms governing the differences in fertility between alpha and beta triploid Pacific oysters *Crassostrea gigas*. We employed the custom microarray described and validated in Dheilly et al. [25] and compared the gonadal transcriptomes with the previously published transcriptome of diploid oysters [26].

## Methods

### Production of biological material and rearing conditions

Triploid juveniles were obtained from the commercial hatchery France Naissain (Vendée, France) and then maintained at Blainville sur mer (Manche, France). They had been bred by crossing tetraploid males and diploid females [12] and ploidy was checked by flow cytometry (Epics XL Beckman Coulter) [18]. Triploid oysters were sampled 3 times between September 2009 and July 2010. Diploid oysters were sampled 8 times between November 2008 and September 2009 in Locmariaquer (Brittany, France) in marine coastal areas specifically dedicated for marine culture. On each sampling, their gonads were immediately dissected and frozen in liquid nitrogen until later use. Then, gonad tissue was sampled for each individual and either homogenized in Tri-reagent (Sigma) (100 mg/mL) and stored at −80°C for total RNA extraction, or fixed for histological analysis. Gonadal development stages and sex were strictly selected by histological methods according to the 5 previously described stages [27], [28], with particular attention made to eliminate ambiguous cases such as hermaphrodites.

### RNA extraction

Four individual gonad samples for each gonad developmental stage and sex of diploid oysters were prepared for microarray analysis, except for stage 0 for which RNA from 8 individual gonads were sampled [26]. Samples were named as follows: 2n stage 0 (2n_St0, n = 8), 2n stage I male (2n_StI_M, n = 4), 2n stage I female (2n_StI_F, n = 4), 2n stage II male (2n_StII_M, n = 4), 2n stage II female (2n_StII_F, n = 4), 2n stage III male (2n_StIII_M, n = 4) 2n stage III female (2n_StIII_F, n = 4) [26]. For the triploids, processed gonads included four undifferentiated stage 0 (3n St0), 8 alpha (3n StIα) and 8 beta (3n StIβ) stage I, and finally 4 of each sex for both alpha (3n F StIIIα and 3n M StIIIα) and beta (3n F StIIIβ and 3n M StIIIβ) stage III. Samples of gonad tissue in Tri-reagent (Sigma) were solubilized using a needle (0.9 mm). Total RNA was then isolated with a Nucleospin RNAII column (Macherey Nagel), following manufacturer instructions. The presence of residual genomic DNA was controlled by performing PCR on the *actin* gene from RNA samples before RT (minus RT control). The presence of an amplification product in the “-RT” control was indicative of contaminating genomic DNA in the sample. Any residual DNA was removed by a supplementary cleaning with Nucleospin RNA clean up (Macherey Nagel) isolation column. RNA integrity was checked on the Agilent bioanalyzer using RNA nanochips and Agilent RNA 6000 nanoreagents (Agilent Technologies, Waldbronn, Germany) according to manufacturer instructions without consideration for the RNA integrity number (RIN) [25]. RNA concentrations were measured at 260 nm using an ND-1000 spectrophotometer (Nanodrop Technologies) using the conversion factor 1 OD = 40 µg/mL ssRNA. Samples were stored at −80°C until use. One sample, 3n M_StIIIβ had poor RNA quality and was not processed further.

### cDNA microarray

RNA amplification, labeling and one color hybridization were performed as previously described [25] using the custom and validated design [25], [26] and with the Low Input Quick Amp labeling kit (Agilent), Qiagen’s RNeasy mini spin columns and the Agilent Gene expression hybridization kit. We employed a custom oligonucleotide microarray containing 31,918 ESTs described and validated in Dheilly et al. [25]. Slides were scanned on an Agilent Technologies G2565AA Microarray Scanner system at 5 µm resolution. Thirty-two separate arrays were used to study the four gametogenetic stages of male and female diploid oysters [26]. This dataset has previously been made available through NCBI via the Gene Expression Omnibus (GEO) data repository (GEO accession GSE27955; (http://www.ncbi.nlm.nih.gov/geo/) [26]. A total of 35 new separate arrays were used and the complete dataset (raw data and normalized values, including diploid samples) was made available through NCBI via the Gene Expression Omnibus (GEO) data repository (GEO accession GSE40855). Feature extraction and data normalization were conducted with Agilent Feature Extraction software 6.1 using the default/recommended normalization methods as previously described [25], [26].

### Correction and normalization methods

Feature extraction and data normalization were conducted with Agilent Feature Extraction software 6.1 using the default/recommended normalization methods described in previous studies employing the same *C. gigas* arrays [25], [26]. Raw data extraction and normalization were conducted with Agilent Feature Extraction software 6.1 using the default/recommended normalization methods. A matrix of gene expression levels was generated in which each row corresponded to a different gene and each column to one oyster gonad sample. The expression level of each gene was then logarithmically transformed and centered (relative to zero) to enable the use of relative variations rather than absolute values for interpretation, as previously described [25].

### Statistical analysis

A principal component analysis (PCA) was performed using GeneANOVA software with default/standard parameters [29]. The proportion of variance for each principal component and the cumulative variance were obtained. The four components with the highest proportion of variance were used to draw 2D score plots (XLStat; Addinsoft). Student’s t-test and a one-way ANOVA parametric test were then used to identify the genes differentially expressed between 2n and 3n, with p-values<0.01 and Bonferroni adjustment using TMeV 4.6.0 software [30], [31].

### Bioinformatics analysis

The functional annotation of differentially expressed genes was performed using Blast 2 GO as follows: i) an initial annotation with BLASTX (against the non-redundant NCBI database; e-value at 1.10^−6^); ii) assignment of Gene Ontology terms (GO; http://www.geneontology.org/); iii) protein domain searches using InterProscan; and iv) enzyme annotation using the Kyoto Encyclopedia of Genes and Genomes (KEGG). GO term enrichment was performed on the list of genes differentially expressed between diploid and triploids according to a Fisher exact test (p<0.05).

Data were further interpreted using Ingenuity Pathways Analysis (IPA) (Ingenuity Systems, Redwood City, CA, USA) (http://www.ingenuity.com). The list of significantly regulated genes, as selected by the statistical analysis described above, was loaded into IPA to generate networks of genes associated with particular biological functions and molecular processes.

### Real time quantitative PCR

Two hundred and fifty nanograms of total RNA from each sample were reverse transcribed using 200 U of MMuLV-RT (Moloney Murine Leukemia Virus Reverse transcriptase, Promega) in the presence of 20 U of RNase inhibitor (RNasin, Promega), 0.5 mM of RNAse free dNTP and in the appropriate buffer (Promega). Selected genes are listed in File S1 with annotations and primer sequences. The high stability of the reference gene used in this study, EF1α (*Crassostrea gigas* EFα1 AB122066), was previously identified by Dheilly et al. [25] and was further confirmed in the 2n and 3n oyster gonad samples used in the present study.

## Results

### Ploidy, sex and gametogenesis: principal component analysis

We performed a microarray analysis on a total of 67 individual diploid and triploid gonads grouped as follows: 2n stage 0 (2n_St0, n = 8), 2n stage I male (2n_StI_M, n = 4), 2n stage I female (2n_StI_F, n = 4), 2n stage II male (2n_StII_M, n = 4), 2n stage II female (2n_StII_F, n = 4), 2n stage III male (2n_StIII_M, n = 4), 2n stage III female (2n_StIII_F, n = 4), 3n stage 0 (3n St0, n = 4), 3n stage Iα (3n StIα, n = 8), 3n stage Iβ (3n StIβ, n = 8), 3n male stage IIIα (3n M StIIIα, n = 4), 3n male stage III β (3n M StIIIβ, n = 3), 3n female stage IIIα (3n F StIIIα, n = 4), and 3n female stage IIIβ (3n F StIIIβ, n = 4) (for β individuals, we selected only complete blocked animals, described as the β1 subcategory in [20] and homogeneous females and males at stage III, i.e. with approximately the same reproductive effort). The comparative analysis of gametogenesis in male and female diploid oysters has previously been analyzed and published by Dheilly et al. [26] In the present study, all samples were normalized together before analysis, as previously described [25], [26]. 

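The triploid part of the experiment was taken up from the scanner output of its 35 arrays, 1 array per gonad, each hybridized with Cy3-labelled RNA in 1 colour on the design of 31918 oyster EST probes. The groups were 4 gonads of 3n St0, 8 of 3n StIα, 8 of 3n StIβ, 4 of 3n F StIIIα, 4 of 3n F StIIIβ, 4 of 3n M StIIIα and 3 of 3n M StIIIβ. The diploid arrays are not analysed here. The paper names France Naissain as the hatchery of the triploids and the series text names the experimental hatchery of Ifremer at La Tremblade. The authors extracted spot intensities with Agilent Feature Extraction. Each array's background-corrected intensity was taken on the log2 scale, and the 75th percentile of the array was subtracted. Before this scaling the 75th percentile lay between 503.3 and 1352 intensity units, with group medians of 634.6 in 3n St0, 1035 in 3n StIα, 840.7 in 3n StIβ, 904 in 3n F StIIIα, 1082 in 3n F StIIIβ, 547.3 in 3n M StIIIα and 932.1 in 3n M StIIIβ. The share of probes well above background was 68.3 to 70.8% in 3n St0 (median 69.5%), 64.9 to 73.7% in 3n StIα (median 69.5%), 59.9 to 73.05% in 3n StIβ (median 69.7%), 80.5 to 82.6% in 3n F StIIIα (median 80.9%), 77.8 to 84.8% in 3n F StIIIβ (median 81.9%), 60.25 to 67.7% in 3n M StIIIα (median 65.55%) and 78.15 to 81.85% in 3n M StIIIβ (median 80.0%). The number of arrays limits the precision. The 689 spots that the extraction software marked as outliers, 5 to 52 per array, were left out. The tests covered the 25376 probes that were well above background on every array of at least 1 of the 7 groups. Differences were tested with limma on 7 group means over all 35 arrays, with a Benjamini-Hochberg adjusted p under 0.01 as the threshold. The arrays lay on 9 slides, scanned on 3 days. Slides 31 to 33 held 3n M StIIIα with 4 gonads each of 3n StIα and 3n StIβ, slides 34 to 36 held both female groups with 3n M StIIIβ, and slides 37 to 39 held 3n St0 with the other 4 gonads each of 3n StIα and 3n StIβ. Of the comparisons at stage III, those of 3nα with 3nβ females and of 3nβ females with 3nβ males were therefore made within slides 34 to 36, but only in part within single slides, since slide 36 held 2 of the 4 3n F StIIIα and 1 of the 3 3n M StIIIβ and no 3n F StIIIβ. The 3nα and 3nβ males lay on different slides, as did 3nα females and 3nα males.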

Differences among individual gonad transcriptomes were analyzed with respect to four main factors: sex (male or female), gonad developmental stage (St0 to StIII), ploidy (2n or 3n) and subgroup of triploids (3nα or 3nβ). Score plots, using the four principal components of our PCA analysis, are shown in Figure 1. 

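In a PCA of the 35 triploid gonads alone, with each probe centred on its mean over the gonads, PC1 held 27.3% of the variance (standard error 1.82 percentage points, from leaving out each gonad in turn). With the arrays centred but not the probes, the alternative that moved this value most, PC1 held 89.4%. Each gonad's profile correlated with the mean profile of the 35 gonads at r between 0.904 and 0.965, across probes within a gonad, where probes are not independent replicates.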

Principal component 1 (PC1) showed a very high proportion of variance (89.8%) and discriminated according to stage of mitosis. Diploids and triploids had the highest PC1 values at Stage I and the lowest at stage III. 

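Among the triploids, PC1 of the probe-centred PCA separated the early from the mature gonads, with its sign, which is arbitrary, set so that mature females scored high. Its mean was −65.8 ± 26.3 (SD, n = 4) in 3n St0, −87.65 ± 14.4 (n = 8) in 3n StIα and −73.0 ± 17.4 (n = 8) in 3n StIβ. At stage III it was 93.4 ± 5.67 (n = 4) in 3n F StIIIα, 56.7 ± 10.9 (n = 4) in 3n F StIIIβ, 148 ± 13.2 (n = 4) in 3n M StIIIα and 119 ± 5.25 (n = 3) in 3n M StIIIβ. No gonad of stage 0 or stage I scored above −40.45, and no gonad of stage III scored below 44.1. The gap was also present within slides 31 to 33, where the stage I gonads scored at most −61.5 and the 3n M StIIIα gonads at least 129.

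**Figure D1:**
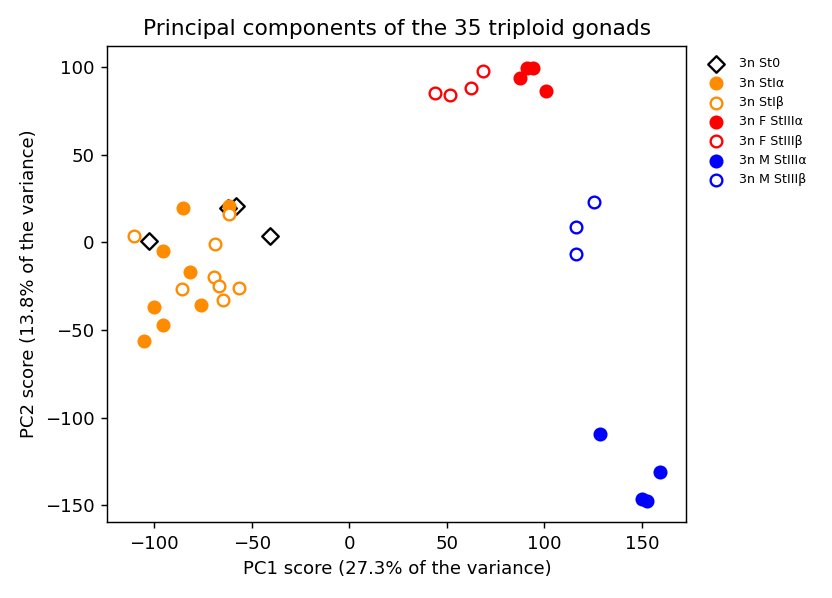
Scores of the 35 triploid gonads on PC1 and PC2 of the probe-centred PCA, without unit, 1 point per gonad, with the 7 groups told apart by colour and fill and the share of variance on each axis. Stage 0 and stage I gonads lie at or below −40.45 on PC1, and stage III gonads at or above 44.1.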

Principal components 2, 3 and 4 discriminated individuals according to their gonad developmental stage (from Stage 0 to III; 1.43%), ploidy (3n versus 2n; 0.94%) and sex (males versus females; 0.70%) respectively. 

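PC2, PC3 and PC4 of the 35 triploid gonads held 13.8%, 6.64% and 4.39% of the variance. Mature 3nα females and 3nα males lay apart on PC2, at 94.9 ± 6.35 (SD, n = 4) and −134 ± 17.8 (n = 4), with no overlap (exact permutation test, 2-sided p = 0.0286, the smallest that 4 gonads against 4 allow). After Benjamini-Hochberg adjustment over the 16 tests made on the 4 components, the adjusted p was 0.0762, and no comparison reached 0.05 with probes centred. No stage III test can go below 0.0286, so there the adjusted p depends on how many tests reach that floor. It does not measure how far apart the groups lie. On PC3 their means were 16.1 and −9.91 (exact p = 0.0286, adjusted p = 0.0762), and on PC4 20.6 and −6.71 (exact p = 0.0571, adjusted p = 0.114). PC3 also separated the stage I gonads by slide, with the gonads on slides 31 to 33 between −94.5 and −21.75 and those on slides 37 to 39 between −19.95 and 72.2. The sexes of 3nα lay on different slides. On PC2 the stage I gonads on slides 31 to 33, which also held the 3nα males, lay between −20.04 and 20.42, and the 3nβ females and 3nβ males, both on slides 34 to 36, did not overlap, at 84.16 to 97.6 and −6.597 to 22.86. In an alternative PCA with probes not centred, whose components are other ones, 10 of the 16 tests had an adjusted p of 0.0457: 3nα females against 3nα males on all 4 components, 3nα against 3nβ females on PC2, PC3 and PC4, and 3nα against 3nβ males on PC1, PC2 and PC3. All 10 had the same unadjusted p of 0.0286 (exact permutation test), so the lower adjusted p reflects only more tests at that floor. In the 6 other alternatives no adjusted p was under 0.05.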

To confirm the validity of the expression profiles obtained in triploid individuals, we further tested the expression of 8 genes on 2n and 3n individuals by RT-qPCR (File S1). Again, we observed a very high congruence of the expression profiles, with the exception of the variance of RT-qPCR data which was higher in lowly expressed genes.

**Figure 1:**
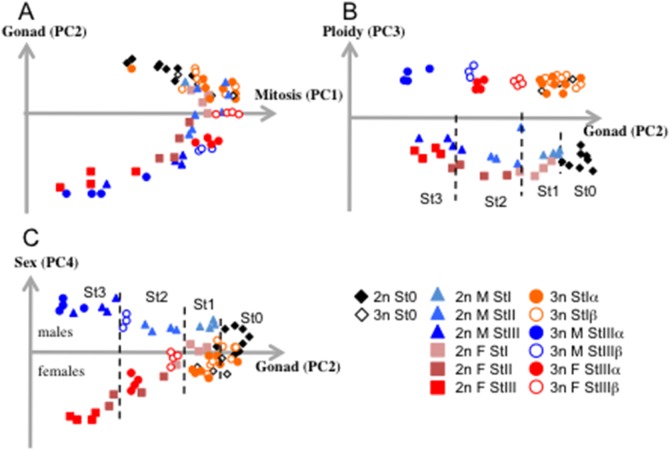
2D score plots (A, B and C) obtained by the principal components analysis using GeneANOVA with default/standard parameters and XLStat (Addinsoft) of all 31,918 transcripts in the 32 diploid oyster gonads and the 35 triploid oyster gonads (A: Mitosis (PC1) vs Gonad stages (PC2); B: Gonad stages (PC2) vs Ploidy (PC3); C: Gonad stages (PC2) vs Sex (PC4); PC: principal component).

Analysis of 2D score plots (Figure 1B) showed two distinct clouds of samples representing 2n and 3n individuals (PC3) and revealed that differences between 2n and 3n gonads were conserved from St0 to StIII and were similar in males and females. Principal component 4 discriminated two subgroups corresponding to male and female among both 2n and 3n (Figure 1D). However, divergence in expression patterns between male and female gonads appeared to increase during gonad maturation, with F and M StIII showing the most distinct expression profiles (PC2, Figure 1C). Indeed, differences between 3nα and 3nβ could not be observed in StI but were significant in StIII individuals (PC2, Figures 1B and C). 

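At stage III, 7832 of the 25376 probes passed the threshold between 3nα females and 3nα males, 4037 of them higher in females and 3795 higher in males. In 3nβ, whose sexes shared slides, 883 probes passed it, 88 higher in females and 795 higher in males, and 790 passed it with slide as a fixed term. Between the sexes of 3nα, a t-test with Bonferroni adjustment left 29 probes. Among the alternatives that do not pair gonads, this one moved the count most. The paper's methods name Student's t-test, and Welch's form, with unequal variances, was computed here. The sex of the triploid gonads at stage I is not given, so no such count was made there.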

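At stage I, 0 probes passed the threshold between 3n StIα (n = 8) and 3n StIβ (n = 8) in limma, with a smallest adjusted p of 0.0485. An unadjusted p under 0.05 was reached by 3104 probes where 1269 are expected by chance, and an adjusted p under 0.05 by 5 probes. The methods' t-test, with Bonferroni or with Benjamini-Hochberg adjustment, also called 0. On the 4 components the adjusted p of this comparison ran from 0.133 to 0.639 (permutation test over all splits of the gonads). At stage III, 723 probes passed the threshold between 3nα and 3nβ females, and 356 with slide as a fixed term. Without 3n F StIIIα individual 2 the count was 349. Between 3nα and 3nβ males 3459 probes passed, and without 3n M StIIIβ individual 1 1128 did. The male groups lay on different slides, so only a random term for slide could be fitted there, with 3505 probes. On PC1 the gonads of 3nα and 3nβ females did not overlap (exact permutation test, 2-sided p = 0.0286, adjusted p = 0.0762), and on PC2 the same held for 3n M StIIIα and 3n M StIIIβ at 8.32 ± 14.7 (SD, n = 3; exact p = 0.0286, adjusted p = 0.0762). On PC2 the 3nα and 3nβ females overlapped, with means of 94.88 and 88.73 (exact p = 0.2, adjusted p = 0.291). On PC1 the means of 3nα and 3nβ males were 147.6 and 119.1 (exact p = 0.0571, adjusted p = 0.114).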

We found a discordance between F and M triploids at StIII, with 3n M StIIIα transcriptomes closely resembling 2n M StIII transcriptomes while 3n M StIIIβ clustered closely to 2n M StII (Figures 1B and C), and with 3n F StIIIα transcriptome resembling 2n F StII samples while 3n F StIIIβ clustered more closely to 2n F StI (Figure 1C).

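The position of each mature gonad was measured on a line from the mean of the 16 stage I triploids, at 0, to the mean of the 3nα gonads of the same sex at stage III, at 1, with each 3nα gonad placed on a line built without it. The 3n F StIIIα lay at 0.8985 ± 0.0582 (SD, n = 4) and the 3n F StIIIβ at 0.689 ± 0.04445 (n = 4), a difference of −0.2095 (exact permutation test, 2-sided p = 0.0286, the smallest that 4 gonads against 4 allow). The 3n M StIIIα lay at 0.932 ± 0.08675 (n = 4) and the 3n M StIIIβ at 0.605 ± 0.0195 (n = 3), a difference of −0.327 (exact p = 0.0286, the smallest that 4 against 3 allow). No 3nβ gonad of either sex lay as far along its line as any 3nα gonad. The largest difference under the other settings was −0.3435 in females, with normexp background correction, and −0.424 in males, over the probes well above background on all 35 arrays. The position of the triploids relative to diploid stages is not analysed here.

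**Figure D2:**
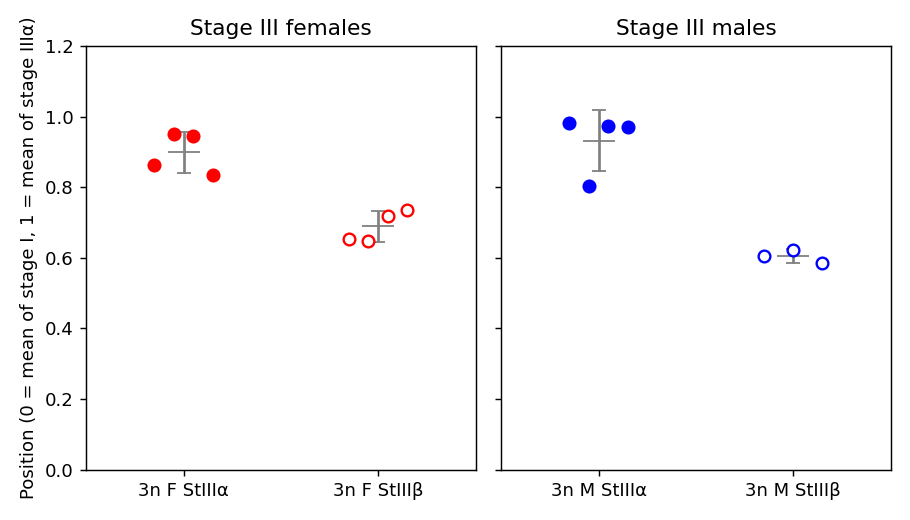
Position of the stage III triploid gonads on the line from the mean of the stage I triploids, at 0, to the mean of the 3nα gonads of their sex, at 1, without unit. Each point is 1 gonad and the bars give the group mean ± SD. The 3nβ gonads lie at 0.689 in females and 0.605 in males, on average. The 2 male groups lay on different slides.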

### Diploid *versus* triploid

In order to identify genes that are differentially regulated in 3n oyster gonads, we performed a Student’s t-test (with Bonferroni adjustment) on all 2n versus all 3n gonads, disregarding the sex or developmental stage. This comparison identified 1,911 genes that were differentially expressed between diploids and triploids, with a threshold of adj p<0.01 (File S2). 

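The triploid side of this comparison was recomputed from the authors' deposited values for the 35 triploid gonads. These are scores, the log10 of the intensity less the negative controls, scaled to a mean of 0 and an SD of 1 on each array. For all 1895 probes held from File S2, the mean of the 35 gonads equalled the 3N Mean of the file within 0.02. In the paper's listing, 500 of these 1895 probes were higher and 1395 lower in triploids. The diploid values are the paper's, so the comparison itself was not tested again. The paper chose the listed probes with these same gonads, so the side on which their triploid means lie was fixed in advance.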

In total, 505 genes and 1,406 genes were upregulated and downregulated in 3n, respectively. Very few of the differentially expressed genes have previously been found to be involved in gametogenesis in 2n (File S2) [26]. While we did extract Gene Ontology terms, Fisher exact test (p<0.05) was unsuccessful at identifying differentially represented Gene Ontology terms. However, a functional classification performed with Ingenuity Pathway Analysis (IPA) revealed a significant differential representation of some metabolic and signaling pathways within the lists of upregulated and downregulated genes (File S3).

Following ingenuity pathway analysis, upregulated genes in 3n shared networks with the NFκB complex and RNA polymerase II. Other upregulated genes included *estrogen receptor 1*, encoding a nuclear factor involved in vertebrate reproductive system control, *caspase 7* involved in apoptosis execution, and *hnf4a* (hepatocyte nuclear factor 4), encoding a steroid hormone receptor involved in the regulation of lipid metabolism. 

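Caspase-7 (AM853628) had a mean score of 0.459 ± 0.199 (SD, n = 35) in the triploid gonads, against the paper's 2N Mean of 0.23. It lay above that mean in 32 of the 35 gonads, and in all 7 triploid groups on average, with group means between 0.277 in 3n St0 and 0.606 in 3n F StIIIα. The probe was well above background on all 35 arrays.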

Among the most upregulated genes, we found the *ap2 complex*, *profillin*, *caspase 3*, *histidine triad nucleotide-binding protein 1* (*hint1*), *anamorsin*, *jagged* and *notch* genes.

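Of the ap-2 complex, subunit sigma (AM856931) scored 0.7 ± 0.794 (SD, n = 35) in triploids, with the paper's 2N Mean at −0.851, and lay above it in 32 of the 35 gonads. Subunit mu-1 (CU987580) scored 0.0597 ± 0.17, above the paper's −0.215 in 33 gonads. Both probes of subunit alpha-2 went the other way, AM856892 with 0.872 ± 0.0865 against the paper's 1.13 and FP001687 with 0.966 ± 0.108 against 1.142, lower in 35 and 34 gonads. Profilin-4 (AM857745) scored 0.63 ± 0.752 and lay above the paper's 2N Mean of −0.561 in 33 gonads. Caspase-3 (AM858547), well above background on 24 of the 35 arrays, scored −0.207 ± 0.711 and lay above the paper's −1.065 in 30. Hint1 (AM863000) scored 1.66 ± 0.16, above the paper's 0.831 in all 35 gonads. The probes of anamorsin scored 1.08 ± 0.205 (AM857532) and 1.26 ± 0.113 (CU989204) and exceeded the paper's diploid means of 0.332 and 1.106 in 35 and 33 gonads. Jagged-1 (FP001186), well above background on only 12 arrays, scored −0.814 ± 0.155 against −1.105 in the paper's diploids. Notch (AM867960) scored 0.183 ± 0.295 and exceeded the paper's −0.466 in all 35.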

Downregulated genes in triploids encoded proteins with links to *rock*, encoding an actin cytoskeleton-signaling molecule. 

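Rock1 (FP000110) had a mean score of 1.25 ± 0.115 (SD, n = 35) in triploids, below the paper's 2N Mean of 1.46 in 33 of the 35 gonads. The means of the 7 triploid groups ran from 1.18 to 1.44, each below the paper's diploid mean. The probe was well above background on all 35 arrays.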

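The triploid scores of mylk, limk1, paxillin, talin-2, integrin alpha-6, focal adhesion kinase 1 and laminin subunit gamma-1 were set against the paper's diploid means. Mylk (FP010951) averaged 0.627 ± 0.127 (SD, n = 35) against the paper's 0.912, lower in 34 of the 35 gonads. Limk1 (AM866599) averaged −0.156 ± 0.106 against 0.0838, lower in all 35. The probes of paxillin averaged −0.48 ± 0.546 (FP011629, the paper's 0.145) and 0.435 ± 0.114 (BQ427178, the paper's 0.649), and all 35 gonads lay below for each. Talin-2 averaged 1.58 ± 0.12 with probe FP010469 against 1.99, lower in all 35, while its probe FP003207 was well above background on 0 arrays. Integrin alpha-6 (AM859404) averaged −0.0673 ± 0.117 against 0.264, lower in all 35. The probes of fak averaged 0.337 ± 0.129 (AM866313, against 0.661) and 0.238 ± 0.127 (FP006934, against 0.474), lower in 34 and 33 gonads. Laminin subunit gamma-1 (CU998734) averaged 0.555 ± 0.122 against 0.738, lower in 32.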

Further analysis of this network revealed a downregulation of *protein phosphatase 1* (*pp1*), *myosin light chain kinase* (*mylk*), *LIM domain kinase* (*limk*), *paxillin* (*pxn*), *talin*, *integrins*, *myosin*, *wave*, *focal adhesion kinase* (*fak*), *phosphatidyl-inositol 3 kinase* (*pi3k*), and *laminin*, together involved in actin and actomyosin assembly necessary for cell division and proliferation. On the edge of the network, a second group of genes appeared connected to *smarca4*, involved in chromatin remodeling and transcriptional regulation, and *rna polymerase II*. Among the most downregulated genes, we found the gene *peroxisomal targeting signal import receptor* (*pxr1*).

### Expression of sex-specific genes

Using a list of sex-specific genes previously determined by comparing the transcriptomes of male and female diploid oysters [26], we performed a hierarchical clustering using Pearson’s correlation and complete linkage and observed the positioning of 3n transcriptomes among those of 2n (Figure 2). Two main branches separated the groups of individuals with distinct gene expression profiles, expressing high and low levels of male (M) and female (F) specific genes. Within each branch, we found two sub-branches that separated the M branch into early male gametogenetic stage 1 and some of 2n stage 0 (M.1) and late male gametogenetic stages 2 and 3 (M.2), and the F branch into some 2n stage 0 (F.1) and female gametogenetic stages 1 to 3 (F.2). Triploid stage 0 grouped exclusively into M.1, while the stages 1α and β divided into F.1 and M.1. 

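The diploids whose sex-specific genes the paper used are not analysed here, so the triploids were clustered on probes that differed between the sexes of mature 3nα, with an absolute log2 difference of at least 1. These were 3819 probes higher in females and 3261 higher in males. With Pearson's correlation and complete linkage, none of the 4 gonads of 3n St0, the 8 of 3n StIα or the 8 of 3n StIβ joined the branch of the 3n M StIIIα, which held every stage III gonad of both sexes. With quantile normalization, normexp background correction, the authors' scores or only the probes well above background on all 35 arrays, that branch held the 4 3n M StIIIα and 3 3n M StIIIβ alone, and the stage 0 and stage I gonads again lay on the other branch. In none of the 8 settings did the branch with 3n M StIIIα hold a stage I gonad.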

In M.2, 3n M StIIIα clustered closely to 2n M StII and StIII, while 3n M StIIIβ clustered on a different branch, suggesting that their transcriptome is significantly different from 2n M stIII and 3n M_StIIIα. 

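A female index placed every triploid gonad between the mean of 3n M StIIIα, at 0, and that of 3n F StIIIα, at 1, over the 3819 probes higher in the females. The 3n F StIIIβ had an index of 0.883 ± 0.055 (SD, n = 4) and the 3n St0 one of 0.584 ± 0.0294 (n = 4), with 3n F StIIIα at 1.00 ± 0.03265 by construction. Stage 0 and stage I gonads lay between the mature sexes, so a value between 0 and 1 does not by itself give a sex. The level of the stage I gonads depends on the processing. The means of 3n StIα and 3n StIβ were 0.676 and 0.668 with quantile normalization, 0.759 and 0.748 with the authors' scores, and 0.816 and 0.812 over the probes well above background on all 35 arrays, a filter added after the values were seen.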

In F.2, 3n F StIIIα were grouped with female 2n StII and StIII, while 3n F StIIIβ clustered in sub-branch F.1, closer to St0. Overall, these results confirm those of PCA showing that 3nα M oysters are more mature than their corresponding 3nα_F oysters.

**Figure 2:**
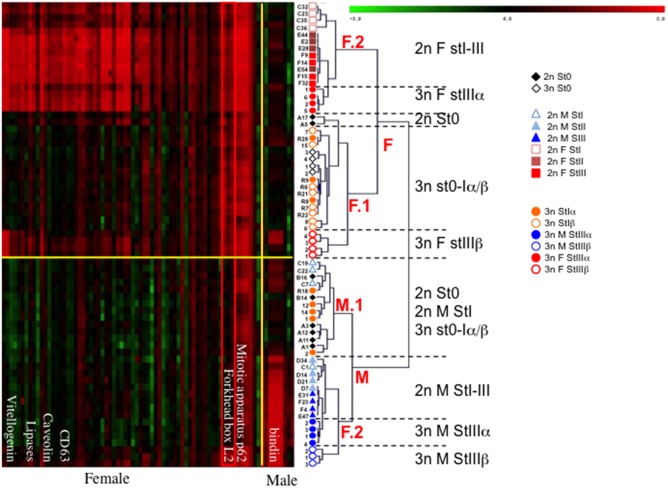
Hierarchical clustering using Pearson’s correlation was performed using TMeV 4.6.0 software on the statistically significant transcripts (one-way ANOVA parametric test with a p-value cut-off of 0.01 and Bonferroni adjustment). Complete linkage reveals the positioning of triploid oyster gonads among diploid oyster gonads. Genes employed were identified as sex specific in Dheilly et al. [26].

Five 3nα StI individuals were branched with males on sub-branch M.1 and the remaining three 3nα StI individuals clustered with females within sub-branch F.1. These latter individuals that clustered with females expressed higher levels of a subset of female-specific genes, including *forkhead box l2* (*foxl2*) and *parathyroid hormone receptor* (*pthr*) (table 1). However, we could not differentiate male and female 3nβ StI. 

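Foxl2 was measured by the probe AM860211 of table 1 and pthr by FP010320. Read from Fig. 2, individuals R8, R9 and R28 were the 3n StIα on F.1. Their log2 values of foxl2 were 1.39, 2.04 and 1.15, and those of pthr 2.60, 2.87 and 2.50. The other 5 had foxl2 at −2.53, −1.77, −3.89, −2.30 and −1.37, and pthr at −0.32, −0.52, −1.36, 0.77 and −1.64, in the order of individuals 1, 2, 12, 14 and R18. The branches were drawn from sex-specific genes that include these, so no test was made between them. All 4 individuals on slides 31 to 33 were on M.1, and 3 of the 4 on slides 37 to 39 were on F.1. The 3n StIβ on slides 31 to 33 had foxl2 between 0.62 and 2.04, above all 4 of the 3n StIα on those slides. Over all stage I gonads, foxl2 averaged −0.91 ± 2.16 (SD, n = 8) in 3n StIα and 1.88 ± 0.89 (n = 8) in 3n StIβ, a log2 difference of −2.785 (standard error 0.61, adjusted p = 0.0895 in limma), and pthr averaged 0.61 ± 1.84 and 3.14 ± 0.85 (log2 difference −2.53, standard error 0.555, adjusted p = 0.0895 in limma).

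**Figure D3:**
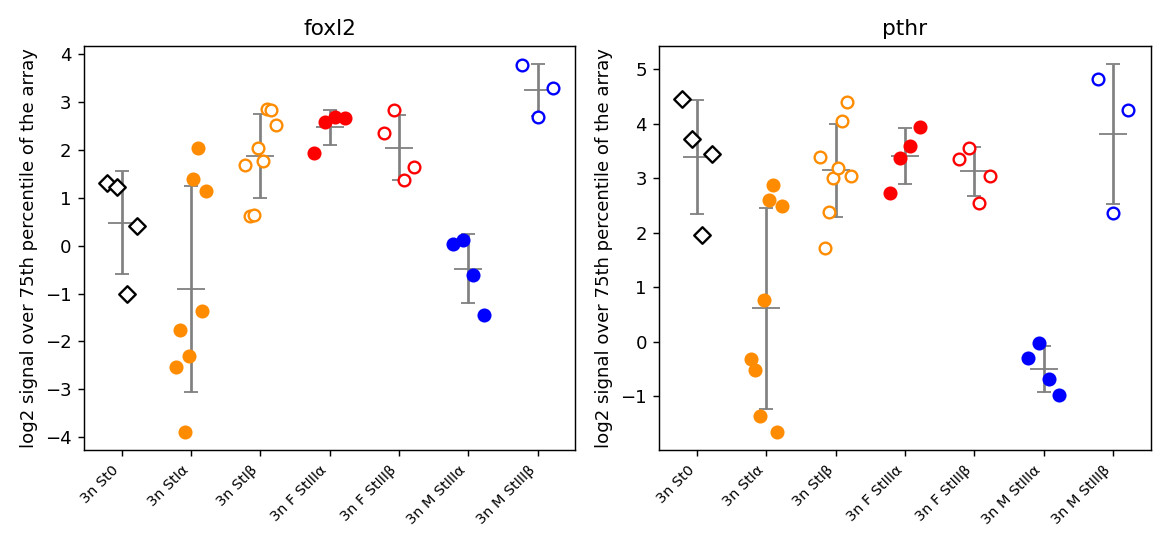
Log2 values of foxl2 (AM860211) and pthr (FP010320) in each triploid gonad, after subtraction of the 75th percentile of its array. Each point is 1 gonad, set out by group, and the bars give the mean ± SD. In 3n StIα foxl2 spans −3.89 to 2.04, and in 3n M StIIIβ 2.68 to 3.77.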

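On the female index, the 3n StIβ lay at 0.524 ± 0.038 (SD, n = 8), between 0.453 and 0.567, and the 3n StIα at 0.471 ± 0.0405 (n = 8), between 0.422 and 0.555 (difference 0.0529, exact permutation test, 2-sided p = 0.0202). The difference was 0.0355 within the plain-numbered individuals on slides 31 to 33 (exact p = 0.343, n = 4 and 4) and 0.0703 within the R-numbered ones on slides 37 to 39 (exact p = 0.0286, n = 4 and 4). It changed sign to −0.00828 with quantile normalization (exact p = 0.597), −0.0113 with the authors' scores (exact p = 0.504) and −0.00444 over the probes well above background on all 35 arrays (exact p = 0.82).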

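The female index of the 3n M StIIIβ was 0.628 ± 0.05245 (SD, n = 3), and that of the 3n M StIIIα 0.00 ± 0.0564 (n = 4), with no overlap (exact permutation test, 2-sided p = 0.0286, the smallest that 4 gonads against 3 allow). The probes were chosen with the 3nα males. With the probes chosen without the 3nα male that was scored, an alternative added after the values were seen, the 3n M StIIIα lay at 0.07845 ± 0.0708 and the 3n M StIIIβ at 0.62 ± 0.0505, a difference of 0.541 (exact p = 0.0286). The lowest difference under another setting was 0.376, with normexp background correction. The 3n M StIIIβ lay above the means of both stage I groups in this setting and without the filter on dim probes, and below both with median centring (0.471), quantile normalization (0.51), normexp background correction, the authors' scores (0.5495) and the probes well above background on all 35 arrays (0.549). The 3nα males lay on other slides than the 3n M StIIIβ. On slides 34 to 36, the 3n M StIIIβ lay below the 3n F StIIIβ on this index (exact p = 0.0286).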

The heat map revealed that 3nβ M StIII in M.2 also expressed high levels of this subset of female-specific genes. Despite this expression of female-specific genes, male-specific genes were also highly expressed in 3n M StIIIβ as in male 2n StIII and 3n StIIIα gonads.

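A male index was formed in the same way over the 3261 probes higher in 3n M StIIIα, with 3n F StIIIα at 0 and 3n M StIIIα at 1. The 3n M StIIIβ lay at 0.517 ± 0.0593 (SD, n = 3), above the 3n F StIIIβ, also on slides 34 to 36, at 0.00548 ± 0.00376 (n = 4; exact permutation test, 2-sided p = 0.0286). The 3n StIα lay at 0.0365 ± 0.0477 (n = 8), the 3n StIβ at 0.0786 ± 0.0565 (n = 8) and the 3n St0 at 0.0104 ± 0.0471 (n = 4). The probes were chosen with the 3n F StIIIα, and no difference between 3n F StIIIβ and 3n F StIIIα was detected on them (exact p = 0.8). With the probes chosen without the 3nα female that was scored, an alternative added after the values were seen, the 3n F StIIIα lay at 0.0402 ± 0.047 and the 3n F StIIIβ at 0.0139 ± 0.00402, a difference of −0.02625 (exact p = 0.371). With normexp background correction the difference of 3n F StIIIβ minus 3n F StIIIα was −0.0498 (exact p = 0.0286). Without 3n F StIIIα individual 6 this difference had the other sign, at 0.0391 (exact p = 0.0286).

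**Figure D4:**
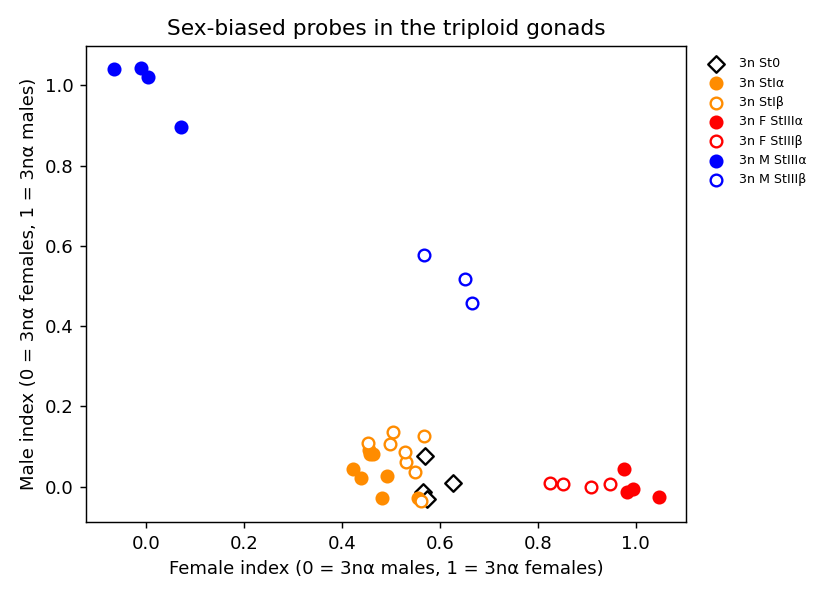
Female index against male index of the 35 triploid gonads, both without unit, 1 point per gonad coloured by group. The 3n M StIIIβ lie at 0.628 on the female and 0.517 on the male index on average, between 3n M StIIIα at 0 and 1 and 3n F StIIIα at 1 and 0.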

**Table 1:** Subset of female-specific genes that are expressed in 3nβ M.

GenBank Acc	Query length	Best Hit	Species	E value	query coverage
FP010320	387	Similar to parathyroid hormonereceptor 1	*Ciona intestinalis*	8.00E-05	87%
AM860211	680	Forkhead box L2	*Crassostrea gigas*	2.00E-102	98%

### Gene expression along the successive stages of gametogenesis

Studying gametogenesis in diploid oysters previoulsy identified 2,482 genes that were differentially expressed over the course of gonadal development [26] (File S4). To identify factors that contribute towards the differences between 2n, 3nα and 3nβ gonads, we performed a two-way ANOVA on all 2n and 3n StIII, and on male and female individuals (p<0.01, Bonferroni adjusted). We noted a significantly different expression of 69 genes among male 2n, 3nα and 3nβ StIII and of 730 among female 2n, 3nα and 3nβ StIII (File S5, Figure 3). 

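The diploids that entered this comparison in the paper are not analysed here, and 3nα was set against 3nβ alone. Of the 723 probes past the threshold in females, 640 were higher in 3nα and 83 higher in 3nβ. Of the 3459 in males, 1728 were higher in 3nα and 1731 higher in 3nβ, around a median difference of −0.20 on the log2 scale over all probes. With each array centred on its median in place of its 75th percentile, the split in males became 4588 and 570 around a median difference of 0.26, while in females it was 591 and 50. In both sexes 227 probes passed, 190 of them in the same direction and 37 higher in 3nα females and in 3nβ males.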

The vast majority of the differentially expressed genes showed a gradual expression pattern from 2n to 3nα to 3nβ with a tendency to be upregulated in 2n and downregulated in 3nβ (20 in males and 625 in females; Figure 3). Genes significantly more expressed in 2n than 3n showed an increased expression over the course of gametogenesis of diploid oysters. The much higher number of genes observed as differentially expressed among females than males is congruent with the greater delay in gametogenesis of 3n among females than in males shown by PCA.

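Whether the difference between 3nα and 3nβ itself differed between the sexes was tested by the interaction of sex and subgroup in limma, which 534 of the 25376 probes passed, 363 with the larger value of 3nα minus 3nβ in females and 171 with the larger value in males. This division depends on the processing, with 213 and 936 under median centring and 200 and 205 over the probes well above background on all 35 arrays. This test sets 3nα males on slides 31 to 33 against 3 groups on slides 34 to 36, so it cannot be told apart from a difference between slides. The alternative that moved the count most on the side of more probes was an adjusted p under 0.05, with 1743, and on the side of fewer the Bonferroni adjustment, with 65. Without 3n M StIIIβ individual 3, 233 probes passed. In its comparison with the diploids, the paper found more genes among females than among males, and reasons that this matches the greater delay of triploid females in its PCA.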

**Figure 3:**
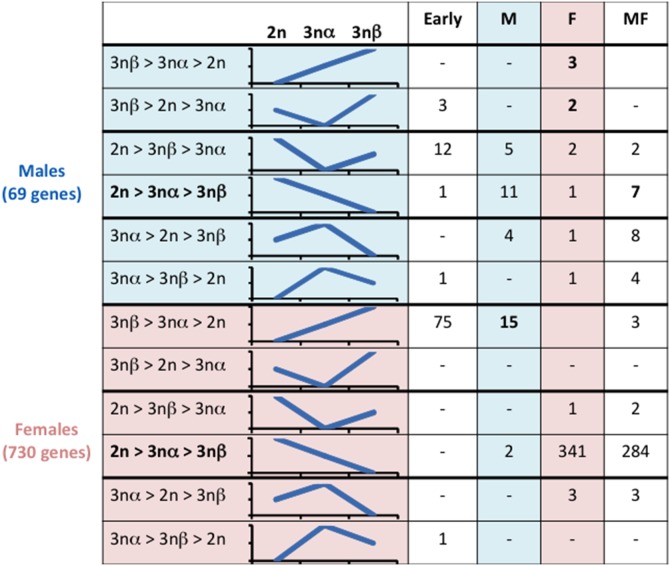
Number of genes differentially expressed within 2n_, 3nα_ and 3nβ_StIII gonads in male (M) and female (F), in both sex (MF) and in early stage (Early) (T test, p<0.05) and their schematical expression profiles.

Respectively in females and males, 93 and 8 of the genes differentially expressed were significantly upregulated in 3nβ by comparison with 2n and 3nα and more specifically, 75 and 3 of them in early gametogenetic stages (cluster 1). 

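Between 3nα and 3nβ alone, the probes with a description and the largest difference on the side of 3nβ females, with no overlap between the gonads, were FP005965 (hhex homeobox), AM857299 (LMO4-B) and AM860276 (collagen XII), at log2 differences of 3nα minus 3nβ of −1.43, −1.17 and −1.11. Their standard errors were 0.34, 0.18 and 0.27, and the adjusted p from limma was 0.00847, 4.66e-05 and 0.00945. With slide as a fixed term FP005965 and AM860276 no longer passed (adjusted p = 0.0528 and 0.0521), and each of them also failed when most of the single gonads were left out. On the side of 3nβ males they were AM860997, described only as a hypothetical protein, at −4.62 (standard error 0.905, adjusted p = 0.000619), AM862314 (pancreatic lipase-related protein 2) and AM861118 (coiled-coil domain containing 45). AM862314 and AM861118 were not well above background in any 3n M StIIIα gonad, and were at least 7.18-fold and at least 4.65-fold higher in 3n M StIIIβ. With normexp background correction neither passed (adjusted p = 0.131 and 0.267). These bounds set the mean of the bright group against the lowest signal well above background on each array of the dim group, or the probe's own signal where that was higher. Without 3n M StIIIβ individual 3, the adjusted p of AM860997 was 0.0109. The same probes AM862314 and AM860997 were higher in 3n F StIIIα than in 3n F StIIIβ, by 4.19 (adjusted p = 4.23e-05) and by 2.42 (adjusted p = 0.0935) on the log2 scale. AM860997 was saturated on 3 of the 4 arrays of 3n F StIIIα, which lowers the estimate of its difference in females.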

Among those, we found genes involved in the control of cell growth and cell division such as a *serine protease htra1* and *glypican-5*. 

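Htra1 (CU992875) had log2 values of 0.41 ± 0.10 (SD, n = 4) in 3n F StIIIα and 1.29 ± 0.29 (n = 4) in 3n F StIIIβ, a difference of −0.88 (standard error 0.25, adjusted p = 0.0345 in limma), which did not pass the threshold in any of the 15 other settings. In males it was −1.60 ± 0.50 (n = 4) in 3nα and 0.07 ± 0.37 (n = 3) in 3nβ, a difference of −1.67 (standard error 0.27, adjusted p = 0.000121). Glypican-5 (EW779302) was higher in 3nβ females by a difference of −0.90 (standard error 0.28, adjusted p = 0.0569), which passed only with the authors' scores (adjusted p = 0.0065). In males its difference was −1.45 (standard error 0.31, adjusted p = 0.00119). It did not pass with median centring (adjusted p = 0.0119) or without 3n M StIIIβ individual 1 (adjusted p = 0.0128).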

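Bmp2 (AJ130967) had log2 values of 0.52 ± 0.32 (SD, n = 4) in 3n F StIIIα and 1.16 ± 0.47 (n = 4) in 3n F StIIIβ, a difference of −0.65 (standard error 0.285, adjusted p = 0.231 in limma) that passed in none of the 15 other settings. Its difference in males was −1.48 (standard error 0.31, adjusted p = 0.00104), from −1.22 ± 0.33 in 3n M StIIIα to 0.26 ± 0.46 in 3n M StIIIβ, and did not pass with median centring (adjusted p = 0.0124). Catenin beta was higher in 3nβ males with its probe AM868677, at 3.21 ± 0.17 (n = 4) in 3nα and 4.00 ± 0.06 (n = 3) in 3nβ (difference −0.79, standard error 0.21, adjusted p = 0.00581). With median centring this difference was −0.33 (adjusted p = 0.275), and it also failed with the leaving out of each male gonad except 3n M StIIIα individual 3. Its second probe EW778397 differed by −0.695 in males (adjusted p = 0.215). In females AM868677 was higher in 3nα, at 5.94 ± 0.24 against 4.75 ± 0.13 (difference 1.18, standard error 0.19, adjusted p = 0.000123). It was saturated on 1 of the 4 arrays of 3n F StIIIα, which lowers the estimate of this difference.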

In female 3nβ, we also found upregulated the *bone morphogenetic protein 2* (*bmp2*), a member of the TGF-β superfamily involved in ovarian development and in male 3nβ, a *beta catenin* that contributes towards stopping cell division. However, we also found 15 male-specific genes upregulated in female 3nβ including genes involved in spermatogenesis such as *enkurin*, *slit homolog 2* and *elav-like*. Conversely, we also found 5 female-specific genes, including *forkhead box l2* (*foxl2*), upregulated in male 3nβ (table 1; Figure 3).

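Between 3nα and 3nβ females, enkurin (ES789247) differed by −0.47 on the log2 scale (standard error 0.32, adjusted p = 0.532 in limma), from 2.20 ± 0.45 (SD, n = 4) to 2.67 ± 0.13 (n = 4). Slit homolog 2 (AM863473) differed by −0.77 (standard error 0.82, adjusted p = 0.789), from −3.31 ± 0.86 to −2.54 ± 0.20, and elav-like 4 (AM867021) by −0.19 (standard error 0.48, adjusted p = 0.952), from 3.10 ± 0.48 to 3.29 ± 0.35. None of these differences passed the threshold in the 15 other settings. With each gonad left out in turn, the difference of elav-like 4 ran from −0.33 to 0.007. The 3n M StIIIα had enkurin at 6.14 ± 0.17 (n = 4), slit homolog 2 at 2.69 ± 0.45 and elav-like 4 at 5.16 ± 0.29, above every female of either subgroup.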

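Foxl2 (AM860211) had log2 values of −0.48 ± 0.72 (SD, n = 4) in 3n M StIIIα and 3.25 ± 0.54 (n = 3) in 3n M StIIIβ, a difference of −3.73 (standard error 0.94, adjusted p = 0.00433 in limma). It passed in 9 of 13 other settings, and failed without 3n M StIIIα individual 3 (adjusted p = 0.011) or 4 (adjusted p = 0.0164) and without 3n M StIIIβ individual 1 (adjusted p = 0.0287) or 3 (adjusted p = 0.019). In females it was 2.47 ± 0.36 (n = 4) in 3nα and 2.05 ± 0.67 (n = 4) in 3nβ. A second probe annotated as foxl2, AM865563, behaved differently. It was well above background only in mature females, at −0.65 ± 0.565 in 3nα and −3.97 ± 0.74 in 3nβ (difference 3.32, standard error 0.32, adjusted p = 6.44e-08), and was not well above background in either male group. Pthr (FP010320) had −0.50 ± 0.42 in 3n M StIIIα and 3.80 ± 1.28 in 3n M StIIIβ, a difference of −4.30 (standard error 0.85, adjusted p = 0.00066) that passed in all 13 other settings. The 3nα and 3nβ males lay on different slides, and the difference of each gene there cannot be told apart from one between slides.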

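Between 3nα and 3nβ alone, the probes with a description and the largest difference on the side of 3nα females, with no overlap between the gonads, were EW779447 (CD63 antigen), AM862314 (pancreatic lipase-related protein 2) and AM861291 (notch protein homolog). Their log2 values in 3n F StIIIα and 3n F StIIIβ were 4.52 ± 1.38 (SD, n = 4) and 0.28 ± 1.45 (n = 4), 3.58 ± 1.02 and −0.61 ± 0.92, and 2.51 ± 0.53 and −1.67 ± 0.89. On the side of 3nα males they were slit homolog 2 (AM863473), DW713865 (histone H4) and AM866236 (GINS protein PSF2). DW713865 differed by 2.55 (standard error 0.44, adjusted p = 0.000176 in limma), from 0.55 ± 0.44 (n = 3) in 3n M StIIIβ to 3.10 ± 0.44 (n = 4) in 3n M StIIIα, and AM866236 by 2.365 (standard error 0.265, adjusted p = 2.6e-06), from 1.92 ± 0.465 to 4.28 ± 0.305.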

Surprisingly, some genes were upregulated in 3nα compared to other types of oysters (Figure 3). In male 3nα, we identified 19 upregulated genes among which 4 were male-specific (*slit homolog 2 protein*, *serine palmitoyl transferase*, *ring finger protein* and *ef-hand calcium-binding protein*). 

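Slit homolog 2 (AM863473) was at −1.76 ± 0.17 (SD, n = 3) in 3n M StIIIβ, 4.45 below 3n M StIIIα on the log2 scale (standard error 0.88, adjusted p = 0.000682 in limma), and passed in all 13 other settings. Serine palmitoyltransferase 2 (FP007223) was at −0.50 ± 0.20 (n = 4) in 3n M StIIIα and −2.23 ± 0.09 in 3n M StIIIβ (difference 1.73, standard error 0.38, adjusted p = 0.0015), and failed only without 3n M StIIIβ individual 1 (adjusted p = 0.0114). The ring finger protein (AM858795) was at 3.71 ± 0.20 and 1.97 ± 0.13 (difference 1.74, standard error 0.56, adjusted p = 0.0212), and passed only with median centring (adjusted p = 0.00298). The probes of the ef-hand calcium-binding protein differed by 0.57 (AM858918, adjusted p = 0.159) and 0.55 (CU990822, adjusted p = 0.39).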

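Trip13, f box only protein 43 and the cep57-related protein were compared between 3n M StIIIα and 3n M StIIIβ. The probes of trip13 were higher in 3nα males by 1.405 (AM866055, standard error 0.36, adjusted p = 0.00479 in limma) and 1.51 (AM867732, standard error 0.32, adjusted p = 0.00112) on the log2 scale. With quantile normalization neither passed (adjusted p = 0.043 and 0.047), and AM866055 passed in only 6 of 13 other settings. F box only protein 43 (AM865610) was at 5.01 ± 0.21 (SD, n = 4) and 4.38 ± 0.11 (n = 3), a difference of 0.63 (standard error 0.42, adjusted p = 0.266), while in females it was higher in 3nα by 2.40 (standard error 0.39, adjusted p = 0.00012). The cep57-related protein (FP002000) was higher in 3nα males by 1.595 (standard error 0.32, adjusted p = 0.000686), except with quantile normalization, where the adjusted p was 0.0187. In females it was higher in 3nα by 2.04 (standard error 0.29, adjusted p = 2.53e-05).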

Other upregulated genes included *thyroid receptor-interacting protein 13* (*trip13*) and *f box only protein 43* required for meiosis, and *cep57-related protein* involved in microtubule attachment to the centrosome. 

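The transforming growth factor beta induced protein ig-h3, mcm3 and a swi/snf related probe were compared between 3n F StIIIα and 3n F StIIIβ. Ig-h3 (CU991401) had log2 values of 4.32 ± 0.14 (SD, n = 4) and 1.26 ± 0.63 (n = 4), a difference of 3.06 (standard error 0.45, adjusted p = 3.09e-05 in limma), and its probes FP000189 and ES789173 differed by 3.10 and 3.38. All 3 probes passed in the 15 other settings. Mcm3 (CU991150) was at 0.93 ± 0.28 and −0.17 ± 0.24, a difference of 1.10 (standard error 0.32, adjusted p = 0.0368) that passed in none of the 15. The probe AM864483, described as SMARCAD1 (Q9H4L7), was at 1.77 ± 0.75 and −0.00 ± 0.43 (difference 1.775, standard error 0.30, adjusted p = 0.000241).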

Female 3nα displayed upregulated expression of only 7 genes including *transforming growth factor beta induced protein ig-h3* involved in the control of cell proliferation and differentiation, the maternal *dna replication licensing factor mcm3* (Mini-Chromosome Maintenance protein 3) that allows DNA to undergo a single round of replication per cell cycle, and *smarca1* (*swi/snf related*, *matrix associated*, *actin dependent regulator of chromatin*, *subfamily A*, *member 1*) that encodes the probable global transcription activator SNF2L1 (Sucrose Non-Fermenting 2-like protein1).

## Discussion

Polyploidy generally has a strong effect on the physiology of animals [1], [2], [3] and often renders them sterile or able to reproduce by parthenogenesis only [8], [9], [10]. Among the polyploids, triploids are less commonly observed in the wild because of the odd number of chromosomes, that severely impacts mitosis and meiosis [32], [33]. As a result, triploidy is often associated with asexual reproduction, such as in loaches, frogs and lizards.

To our knowledge, this is the first comprehensive study of gene expression during gametogenesis of triploid in any organism. Pacific oysters are of particular interest in this respect, because triploid oysters show diverse abilities to produce gametes [20]. We were particularly interested in investigating the unusual ability of 3nα individuals to perform advanced gametogenesis by comparing them to 3nβ individuals, which show less developed gonadic tubules [20], and to 2n individuals displaying normal gonadal development [26].

To this end, we used a genome wide microarray design and previously developed and validated protocols [25]. Using applied principal component analysis, we then discriminated individuals depending on stages of mitosis and gonadal development, ploidy and sex. After analyzing the effect of triploidy on the gonad tissues, we then evaluated the differences observed in the transcriptome of 3nα and 3nβ male and female gonads compared to 2n gonads with a view to adressing the following fundamental questions:

### (1) Are there genes differentially expressed in gonads of 2n and 3n regardless of their developmental stage and sex?

Physiological differences between 2n and 3n oyster gonads can only be observed from stage I for 3nβ and from stage II for 3nα [20]. However, the direct comparison of 2n and 3n gonad transcriptomes identified 1,911 genes differentially expressed from St0 to StIII gonads. Interestingly, more genes were downregulated than upregulated in 3n.

Upregulated genes in gonads of triploid oysters organized themselves around the NF-kappaB complex. NF-kappaB has been implicated, *inter alia*, in the DNA damage response [34], the activation of which controls the transcription of cell survival genes, allowing cells to escape apoptosis and to initiate DNA repair. Indeed, NF-kappaB induces the expression of cellular inhibitors of apoptosis (c-IAPs) that bind and inhibit caspase-3 and -7 [35]. The observed upregulation of both *caspase-3* and -*7* as well as *hint1* in 3n, would suggest an important role for apoptosis, as discussed by Jouaux *et al*. [20]. However, the concurrent upregulation of inhibitors of apoptosis *c-iap2/birc3* (*baculoviral iap repeat containing protein 3*) and *anamorsin* (named also *cytokine induced apoptosis inhibitor 1* or *ciapin1* [36]) in 3n rather indicates the presence of a balanced system regulating DNA repair/apoptosis in these cells.

Downregulated genes in triploid oysters were in linked in some way to *rock* (Rho-associated protein kinase) encoding the actin cytoskeleton protein ROCK, and *smarca4* (SWI/SNF related, matrix-associated actin-dependent regulator of chromatin, subfamily A, member 4). Numerous other actin and actomyosin assembly proteins were also downregulated in the gonad. The downregulation of *rock* and *smarca4* genes would be expected to affect numerous steps of gametogenesis including cell polarity, spindle formation, chromosome segregation, cytokinesis, polar body exclusion and gamete maturation [37], [38], [39], ultimately leading to G1 arrest [40]. Germ cell development also relies on chromatin remodeling and a downregulation of genes such as *smarca4* can result in arrest during prophase of meiosis [41]. Others genes involved in the SWI/SNF chromatin remodeling complex were also downregulated in 3n, such as those encoding AT-rich interactive domain-containing proteins, *arid1* and *arid2*, and the SWI/SNF complex subunit, *smarcc2*. All together these results suggest a significant reduction of cell division in gonads of triploid oysters via epigenetic mechanisms. This last hypothesis is supported by the distinct profiles of DNA condensation between 2n and 3n observed during their gametogenesis [20].

Overall, our comparative analysis has revealed an upregulation in 3n oyster gonads of genes mostly involved in DNA repair and apoptosis, in accordance with the previous observation of apoptosis events in triploid oyster gonadal tubules [20], and a downregulation of those mostly involved in cell division and its transcriptional and posttranscriptional regulation.

### (2) What delays gametogenesis in 3nβ?

In order to characterize the factors that hinder gonad development in 3nβ individuals, we specifically searched for genes upregulated in 3nβ individuals. Among those found, 75 and 3 genes were also upregulated in early gametogenetic cycles in 2n females and males respectively, suggesting a simple delay in gametogenesis in the 3nβ individuals. In females, upregulated genes included numerous genes able to limit cell growth including *glypican-5*, *htra1*, *bmp2*. In mammals, Glypicans regulate the several signaling pathways that play critical roles in morphogenesis [42]. In Drosophila, the glypican *dally* is expressed in and maintains the female germline stem cell niche [43]. The serine protease HTRA1 regulates the availability of insulin-like growth factors and regulates cell growth. More specifically it inhibits the signaling of *bmp2* [44] which encodes the bone morphogenetic protein 2, a member of the TGF-β superfamily expressed specifically in XX gonads in mammals and involved in ovarian development [45]. Such upregulation of growth inhibitors may cease the division of cells, and would explain why little or no proliferation occurs in 3nβ [20].

Surprisingly, some genes upregulated in 3nβ_StIII_F were previously found to be male-specific, and conversely other genes upregulated in 3nβ_StIII_M are female-specific genes [26]. 3nβ_StIII_F showed an upregulation of 15 genes previously associated with spermatogenesis in *C. gigas* such as *enkurin*, *slit homolog 2* and *elav-like* [26]. Enkurin is an adaptor that interacts with transient receptor potential cation channels and mediates Ca2+ entry into the cells, a process necessary for flagellar motility in spermatozoids. In vertebrates, *slit homolog 2* and *elav-like* (ELAV, embryonic lethal, abnormal vision) are involved in neuronal development and differentiation [46], [47], however, their male-specific expression in oysters suggests a role in spermatogenesis [26]. Interestingly, in the flatworm *Macrostomum lignano*, an *elav-like* gene is necessary for successful spermatid differentiation [48]. Male 3nβ displayed upregulated expression of at least four female-specific genes, including *foxl2* from StI to StIII. *Forkhead box l2* is the earliest known sex dimorphic marker of ovarian determination/differentiation in vertebrates [49] and prevents the differentiation of ovaries to testes in mammals [48]. It was found to be female-specific in *C. gigas* [26], [50]. Most interestingly, the natural antisense transcript of *foxl2* seems to be involved in the regulation of oyster sex determinism [51]. Other genes upregulated in 3nβ_StIII_M included *β-catenin*, involved in female sex determination and in mammals encoding the key pro-ovarian and anti-testis signaling molecule β-Catenin [52].

In diploid oysters, both male and female germ cells proliferate mitotically during StI of gonadal development until a “transition step” when they cease to divide before initiating meiosis. In 2n individuals, physiological differences between male and female can be observed from this stage and allow sex determination by histological methods [27], [28]. Interestingly, physiological differences between 2n and 3n gonads can be observed from StI despite the sex of these individuals remaining difficult to determine. Our results suggest that while it is possible to determine the sex of 3nα_StI, distinguishing male and female 3nβ_StI remains problematic. Regulators controling growth and the mitosis/meiosis decision are often the same as those controlling sex determination. In 3nβ individuals, the disruption of sex differentiation may explain the blocking of gametogenesis at this early stage.

### (3) How do 3nα succeed in producing mature and viable gametes despite the presence of a third set of chromosomes?

Disruption of gonadal development may occur in triploids due to the presence of a third set of chromosomes interfering with the normal pairing of homologous chromosomes in meiotic prophase, which inhibits further gamete development. Guo and Allen [53] analyzed the number of chromosomes in triploid gametes and observed a distribution of aneuploidy that can be explained by a random segregation of the extra chromosome during anaphase I. In the present study, most genes that were upregulated in 3nα were also downregulated in 3nβ by comparison with 2n. This apparent over compensation may allow 3nα to overcome the blocking of gametogenesis and to deal with the third set of chromosomes. Indeed, we detected an upregulation of the genes encoding the maternal DNA replication licensing factor MCM3 and the probable global transcription activator SNF2L1 in 3nα_StIII_F. MCM3 is a replicative helicase involved in cell cycle check point and essential for ‘once per cell cycle’ DNA replication during mitosis [54]. The probable global transcription activator SNF2L1, encoded by the gene *smarca1*, is a helicase thought to regulate transcription of genes by altering the chromatin structure around these genes, suggesting an epigenetic reprogramming to handle triploidy. Expressed in human oocytes [55], inhibition of SNF2L1 leads to DNA damage and growth inhibition [56]. We also observed an upregulation of *ig-h3* that is induced by the transforming growth factor beta (TGF-β), the signaling of which is essential for oogenesis [57]. Also, in 3nα_StIII_M, we observed an upregulation of the genes encoding TRIP13 and Cep57-related proteins. TRIP13 is an essential component of the synapsis checkpoint that is required for completion of meiosis in both sexes from yeast and mouse [58], [59]. This pachytene cell cycle checkpoint monitors the fidelity of homologous chromosome synapsis, segregation and recombination. Cep57 is a centrosomal protein required for microtubule attachment to centrosome [60]. In its absence, bipolar spindles appear elongated and the cell fails to align chromosomes, a necessary step before segregation during cell division [61]. Overall, in 3nα individuals, we observed an upregulation of genes that can be attributed to the regulation of DNA replication, recombination and pachytene checkpoint, that is likely responsible not only for the delay in gametogenesis displayed by 3nα with respect to 2n, but also for their success in producing some viable gametes despite the presence of a third set of chromosomes [62].

## Conclusions

This comparative transcriptomic analysis has shown an increase in DNA repair and apoptosis in triploid gonads and a decrease in cell division, indicating a DNA checkpoint control over cell integrity. Gametogenesis in 3nβ individuals would appear to be slowed down due to an impaired sex differentiation brought about by the presence of the third set of chromosomes. However, 3nα individuals succeed in producing gametes, at least in part, by virtue of the pachytene checkpoint that, by preventing nuclear division until the cell succeeds in chromosome synapsis, prevents missegregation of chromosomes resulting in a random segregation of the extra chromosome [53].

Despite all this new information, the mechanisms regulating gametogenesis in triploid individuals are far from being fully elucidated. It still remains to be determined whether the 3nα or 3nβ status is determined genetically. Our results suggest that this question is closely related to that surrounding sex determination in oyster being controlled genetically or environmentally. Analyses of *C. gigas* sex ratio suggests that sex is mostly determined environmentally and mediated via temperature and individual energy allocation [18], [63]. In line with this hypothesis, we could argue that 3n oyster success in gametogenesis be also under the control of temperature and food availability [27], [63], [64]. It will be interesting to address this question by monitoring the sex and reproductive investment of a single group of triploid oysters, over successive years and under different environmental constraints.

## Supporting Information

File S1 **Technical validation of expression profiles by real-time quantitative PCR.** The table provides the list of genes used for qPCR validation, and their accession number, description and primers sequences. The figure illustrates the gene expression by RT-qPCR, in comparison to the expression values obtained by the microarray analysis.
(DOCX) Click here for additional data file.

File S2 **List of genes differentially expressed between diploids and triploids.** This table provides the list of genes differentially expressed between diploid and triploid oysters (Student’s t-test with Bonferroni adjustment. ID_Ref: Identity of the spot on the microarray; Genbank: Genbank accession number; Description: description as uploaded from Sigenae (http://www.sigenae.org); 2N Mean: mean of log normalized expression values of diploids; 2n StDev: standard deviation of log normalized expression values of diploids; 3N Mean: mean of log normalized expression values of triploids; 3N StDev: Standard deviation of log normalized expression values of triploids; Abs t value: Absolute t value; df: degrees of freedom; Raw p value; Adj p value: Adjusted p value; clusters: Clusters obtained by K-means clustering; second last column: difference of expression between 2N and 3N; last column: categories of ploidy where gene is overexpressed.

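The 3N Mean of a probe is the mean over the 35 triploid gonads of the authors' scores. Each score is the log10 of the spot's intensity less the negative controls, with values at or below 0 set to 1 before the log, then centred and divided by the standard deviation of its own array. The standard deviation of the log10 values on an array lay between 1.04 and 1.28, so a difference of 1 in the file stands for about that many log10 units. The deposited scores matched this definition within 0.01, except for 1 probe on each of 2 arrays.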

(XLS) Click here for additional data file.

File S3 **Genes overexpressed and underexpressed in triploid oyster gonads compared to diploid oyster gonads.** Functional classification with Ingenuity Pathway Analysis (IPA) with the lists of upregulated and downregulated genes.
(DOCX) Click here for additional data file.

File S4 **List of genes that were differentially expressed over the course of gonadal development.** This file provides the list of genes differentially expressed between diploid and triploid gametogenetic stages (two-way ANOVA on all 2n and 3n StIII, and on male and female individuals (p<0.01, Bonferroni adjusted). spot: Identity of the spot on the microarray; ID: Genbank accession number; Description: description as uploaded from Sigenae (http://www.sigenae.org); gameto: stage of gametogenesis; tissus: tissu specific of the gene; ST0, ST1, ST2 and ST3: diploid gametogenetic stages followed by the sex (F: female and M: male) and the number attributes at each individual; 3N O, 3N 1 and 3N 3: triploid gametogenetic stages followed by the blockade status ( α: alpha and β: beta) and sex (F: female and M: male) and the number attributes at each individual).
(XLSX) Click here for additional data file.

File S5 **List of different genes between 2n, 3nα and 3nβ gonads.** This file provides the list of genes that contributes towards the differences between 2n, 3nα and 3nβ gonads (Two-way ANOVA on all 2n and 3n StIII, and on male and female individuals (p<0.01, Bonferroni adjusted)). spot: Identity of the spot on the microarray; ID: Genbank accession number; Description: description as uploaded from Sigenae (http://www.sigenae.org); gameto: stage of gametogenesis; tissus: tissu specific of the gene; 2N Mean: mean of log normalized expression values of diploids; 2n StDev: standard deviation of log normalized expression values of diploids; 3Na Mean: mean of log normalized expression values of alpha triploids; 3Na StDev: Standard deviation of log normalized expression values of alpha triploids; 3Nb Mean: mean of log normalized expression values of beta triploids; 3Nb StDev: Standard deviation of log normalized expression values of beta triploids; F ratio; SS (groups): Sum of square between groups; SS (error): Sum of squares of error; df (groups): degrees of freedom for groups; df (error): degrees of freedom for error; raw p value; Adj p value: Adjusted p value.

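The triploid columns of this file hold group means of the authors' scores over the stage III gonads. For the 1781 probes held from the file, the means under both female headings equalled those of 3n F StIIIα and 3n F StIIIβ within 0.02. The means under the heading of 3nα males equalled those of the 3n M StIIIβ gonads for all 1781 probes, and the means under the heading of 3nβ males equalled those of the 3n M StIIIα gonads, again within 0.02. For foxl2 (AM860211) the mean score was 0.597 in the 3n M StIIIα and 1.65 in the 3n M StIIIβ gonads.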

(XLS) Click here for additional data file.

# Supplementary material for: Transcriptomic Profiling of Gametogenesis in Triploid Pacific Oysters Crassostrea gigas: Towards an Understanding of Partial Sterility Associated with Triploidy
**Source:** PLoS One. 2014 Nov 6;9(11):e112094. doi: 10.1371/journal.pone.0112094
**Supplement:** File S1 — Technical validation of expression profiles by real-time quantitative PCR. The table provides the list of genes used for qPCR validation, and their accession number, description and primers sequences. The figure illustrates the gene expression by RT-qPCR, in comparison to the expression values obtained by the microarray analysis.

**Supplementary File 1 :** Technical validation of expression profiles by real-time quantitative PCR

Table: Primer sequences used for real-time quantitative PCR

| Accession number | Description | Forward / reverse primers |
| --- | --- | --- |
| AM860211 | Forkhead box protein L2 | CTCAGGATCTGTATATTTGT  GAAGAAGAATTTGTAGAGAC |
| AM868677 | Catenin beta | CCATGATGGTTCACCAGTTG  ACAGCGAGTGGTCTCCAAGT |
| ES789247 | Enkurin | AATTGATCAGGTAAAATTGCTCATAA  GAACCTCAGAAGTGGAAAACAATT |
| CU991158 | unannotated | TCGTTCTGTATTCTGTGGAGTTG  GGGTTTTGAACAATTTTCCATC |
| AM860913 | DSX | CAGTCCTCCACACACCTGTC  AAGGATGGGGTGGAGAAAAC |
| AM867021 | ELAV-4 | GCCGTTCAGAATGTCAAGGT  ACGGAATGTTGTTGTTGAAATG |
| DV736924 | unannotated | CCGTACATTCTCGCCTCATT  ACGGAATGTTGTTGTTGAAATG |
| AM858268 | unannotated | TTGCCTTACTGGGAAATTACG  TCTGTTCTTGTGCTGGTTCG |

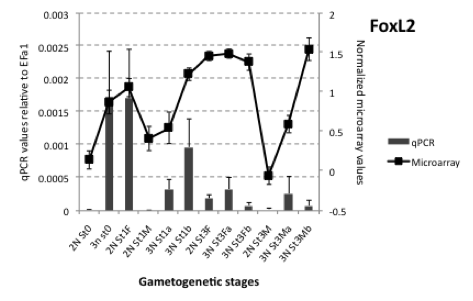

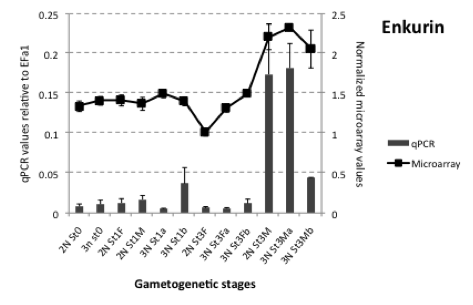

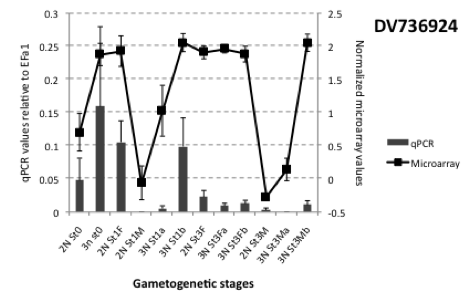

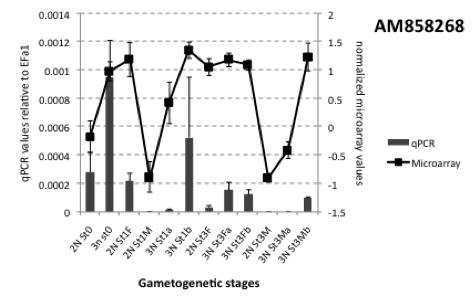

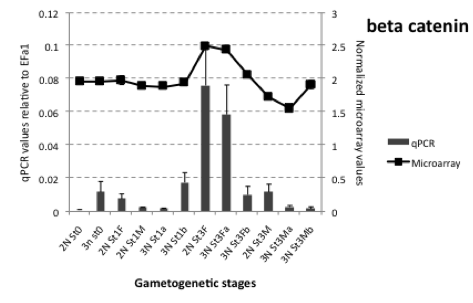

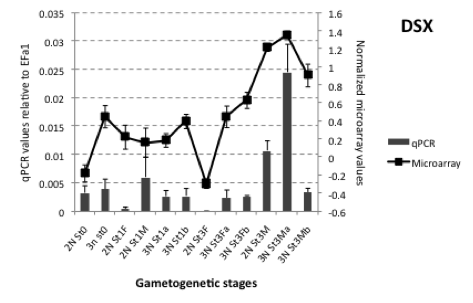

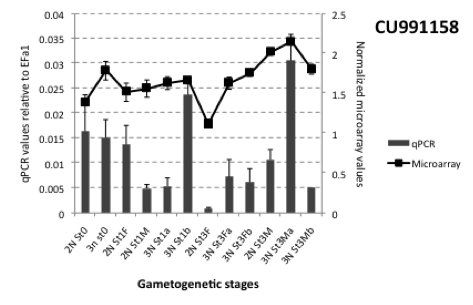

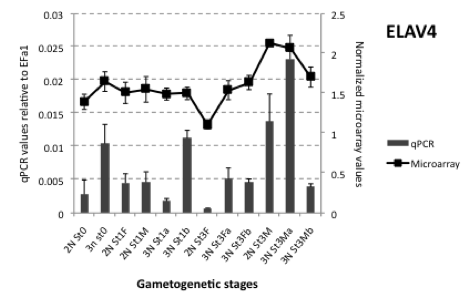

Figure: Microarray and quantitative PCR expression profile of selected genes. The real time qPCR values are displayed on left axis (histograms) and normalized to efa1 gene expression and the microarray log2 transformed values are indicated on right. Bar on histograms and curves represent standard deviation. On horizontal axis, are displayed the gametogenetic stages from 2n and 3n animals. (St 0: resting period; StI: mitosis proliferation; stIII: maturation; a: 3n α and b: 3n β animals).

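The arrays give the following for genes of this figure in the triploids. DV736924 had log2 values of −2.29 ± 1.18 (SD, n = 4) in 3n M StIIIα and 5.045 ± 0.33 (n = 3) in 3n M StIIIβ (difference −7.335, standard error 1.69, adjusted p = 0.00229 in limma), and AM858268 of −4.715 ± 1.26 and 2.42 ± 0.87 (difference −7.13, standard error 1.65, adjusted p = 0.00229). Both failed without 3n M StIIIβ individual 1 or 3, with adjusted p between 0.011 and 0.0174, AM858268 also with normexp background correction (adjusted p = 0.0107), and it was well above background in only 2 of the 4 3n M StIIIα gonads. In 3n StIα these probes varied widely, with SDs of 4.20 and 4.02 (n = 8), and DV736924 was saturated on 2 of these arrays. Dsx (AM860913) was at 2.445 ± 0.33 in 3n M StIIIα and 0.98 ± 0.33 in 3n M StIIIβ (difference 1.47, adjusted p = 0.0475). CU991158 differed by 1.57 in males (adjusted p = 0.014). Over the other settings the adjusted p in males ran from 0.00791 to 0.16 for dsx and from 0.00161 to 0.123 for CU991158. The call of both thus depends on the setting. No difference between diploids and triploids was computed.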

# Supplementary material for: Transcriptomic Profiling of Gametogenesis in Triploid Pacific Oysters Crassostrea gigas: Towards an Understanding of Partial Sterility Associated with Triploidy
**Source:** PLoS One. 2014 Nov 6;9(11):e112094. doi: 10.1371/journal.pone.0112094
**Supplement:** File S3 — Genes overexpressed and underexpressed in triploid oyster gonads compared to diploid oyster gonads. Functional classification with Ingenuity Pathway Analysis (IPA) with the lists of upregulated and downregulated genes.

Supplementary File 3: Genes overexpressed and underexpressed in triploid oyster gonads compared to diploid oyster gonads.

Genes involved in cell cycle, protein synthesis and protein trafficking tend to be more expressed in 3n (table 1). In contrast, genes involved in cell morphology, molecular transport, lipid metabolism, cellular compromise and movement, cell and tissue development tend to be less expressed in triploid gonads than in diploid ones (table 1).

Table 1: Functional classification of genes differentially expressed between triploid and diploid oyster gonads. The table provides the total number of proteins affected, the total number of genes upregulated and downregulated in triploids, the number of genes with a predicted function assigned, and the proportion (%) of the annotated genes within each functional category as predicted using Ingenuity Pathway Analysis.

| **Functional classification** | **proteins affected** | **upregulated** | **downregulated** |
| --- | --- | --- | --- |
| **Total** | **1,911** | **505** | **1,406** |
| **annotated** | **730** | **260** | **470** |
| Cell death | **11.6** | 9.6 | **12.8** |
| Cellular assembly and organization | **9.0** | 4.2 | **11.7** |
| Small molecule biochemistry | **6.0** | 3.5 | **7.4** |
| Cell morphology | 4.9 | 3.5 | **5.7** |
| molecular transport | 4.9 | 3.8 | **5.5** |
| Cellular development | 4.2 | 2.3 | **5.3** |
| Lipid metabolism | 3.8 | 2.3 | **4.7** |
| Cell cycle | 3.7 | **3.8** | 3.6 |
| Cellular compromise | 3.4 | 2.7 | **3.8** |
| Cell movement | 3.4 | 1.9 | **4.3** |
| Tissue development | 3.3 | 1.2 | **4.5** |
| Cellular function and maintenance | 2.9 | 1.9 | **3.4** |
| Protein synthesis | 2.7 | **3.5** | 2.3 |
| Protein trafficking | 2.6 | **3.1** | 2.3 |
| RNA post-transcriptional molecules | 2.6 | **2.7** | 2.6 |
| Connective tissue development and function | 2.6 | 0.8 | **3.6** |
| Cell to cell signaling and interaction | 2.5 | 1.9 | **2.8** |
| Carbohydrate metabolism | 2.2 | 0.0 | **3.4** |
| Cell growth and proliferation | 2.1 | 1.5 | **2.3** |
| Embryonic development | 2.1 | 0.4 | **3.0** |
| Post translational modification | 2.1 | 1.5 | **2.3** |
| Cell signaling | 1.8 | 1.2 | **2.1** |
| Nucleic acid metabolism | 1.5 | **1.5** | 1.5 |
| Protein degradation | 1.5 | **2.3** | 1.1 |
| DNA replication, recombination and repair | 1.5 | **2.3** | 1.1 |
| Gene expression | 1.4 | 0.8 | **1.7** |
| Tissue morphology | 1.2 | 0.4 | **1.7** |
| amino acid metabolism | 1.2 | 0.4 | **1.7** |
| Organ development | 1.0 | 0.0 | **1.5** |
| Tumor morphology | 0.7 | **1.2** | 0.4 |

The three networks more relevant to the original list of focus genes are represented as graphs indicating the molecular relationships between genes. Genes are represented as nodes and the biological relationships between genes are represented as lines or arrows. The intensity of the node color indicates the degree of up (red) or down (green) regulation. Genes in uncolored nodes were not identified as differentially expressed in our experiment but were algorithmically integrated into the network on the basis of evidence stored in the IPA knowledge memory.

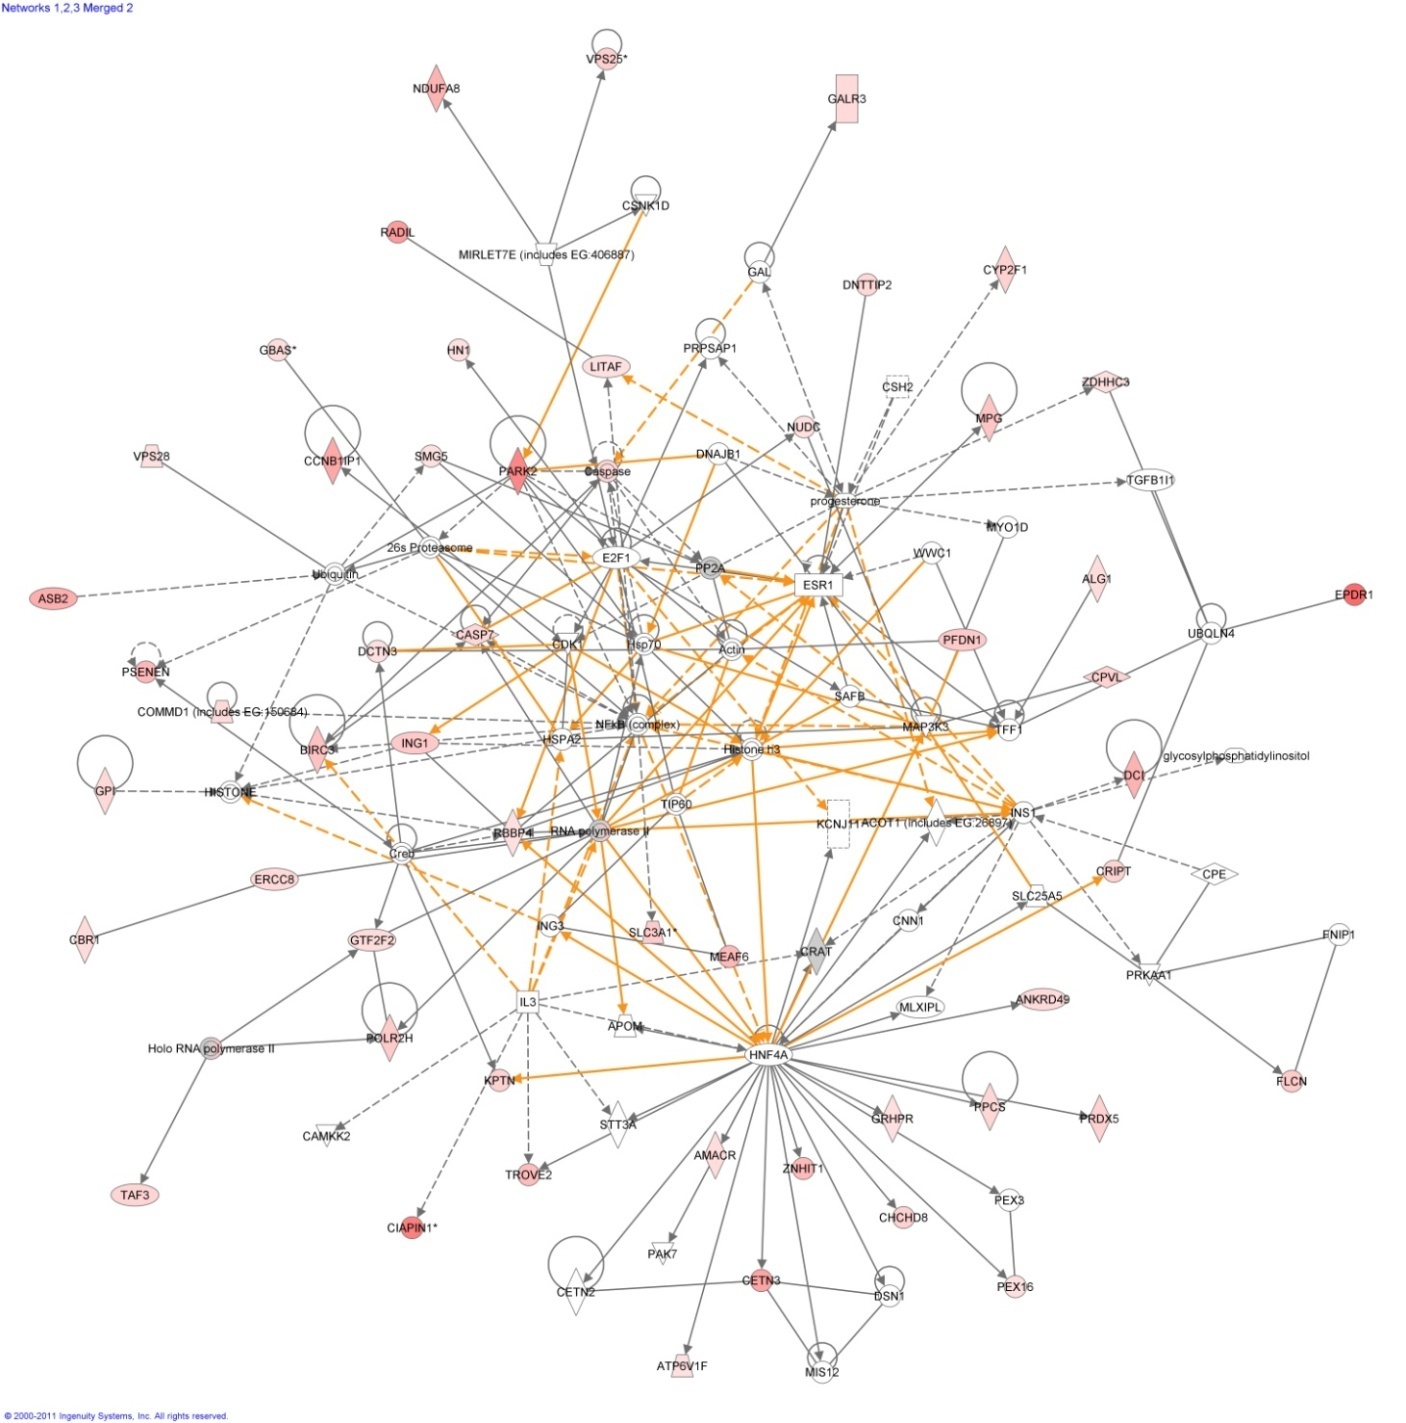

Figure 1: Merged network of the most significant 3 gene networks of genes overexpressed in triploid oyster gonads compared to diploid oyster gonads. The intensity of the node color indicates the degree of upregulation. Nodes are displayed using various shapes that represent the functional class of the gene product.: enzymes (◊), phosphatases (🛆), kinases (∇), peptidases (), G-protein coupled receptor (🗌), transmembrane receptor (), cytokines (□), growth factor (□), ion channel (🗌), transporter (), translation factor ( ), nuclear receptor (), transcription factor () and other (🌕).

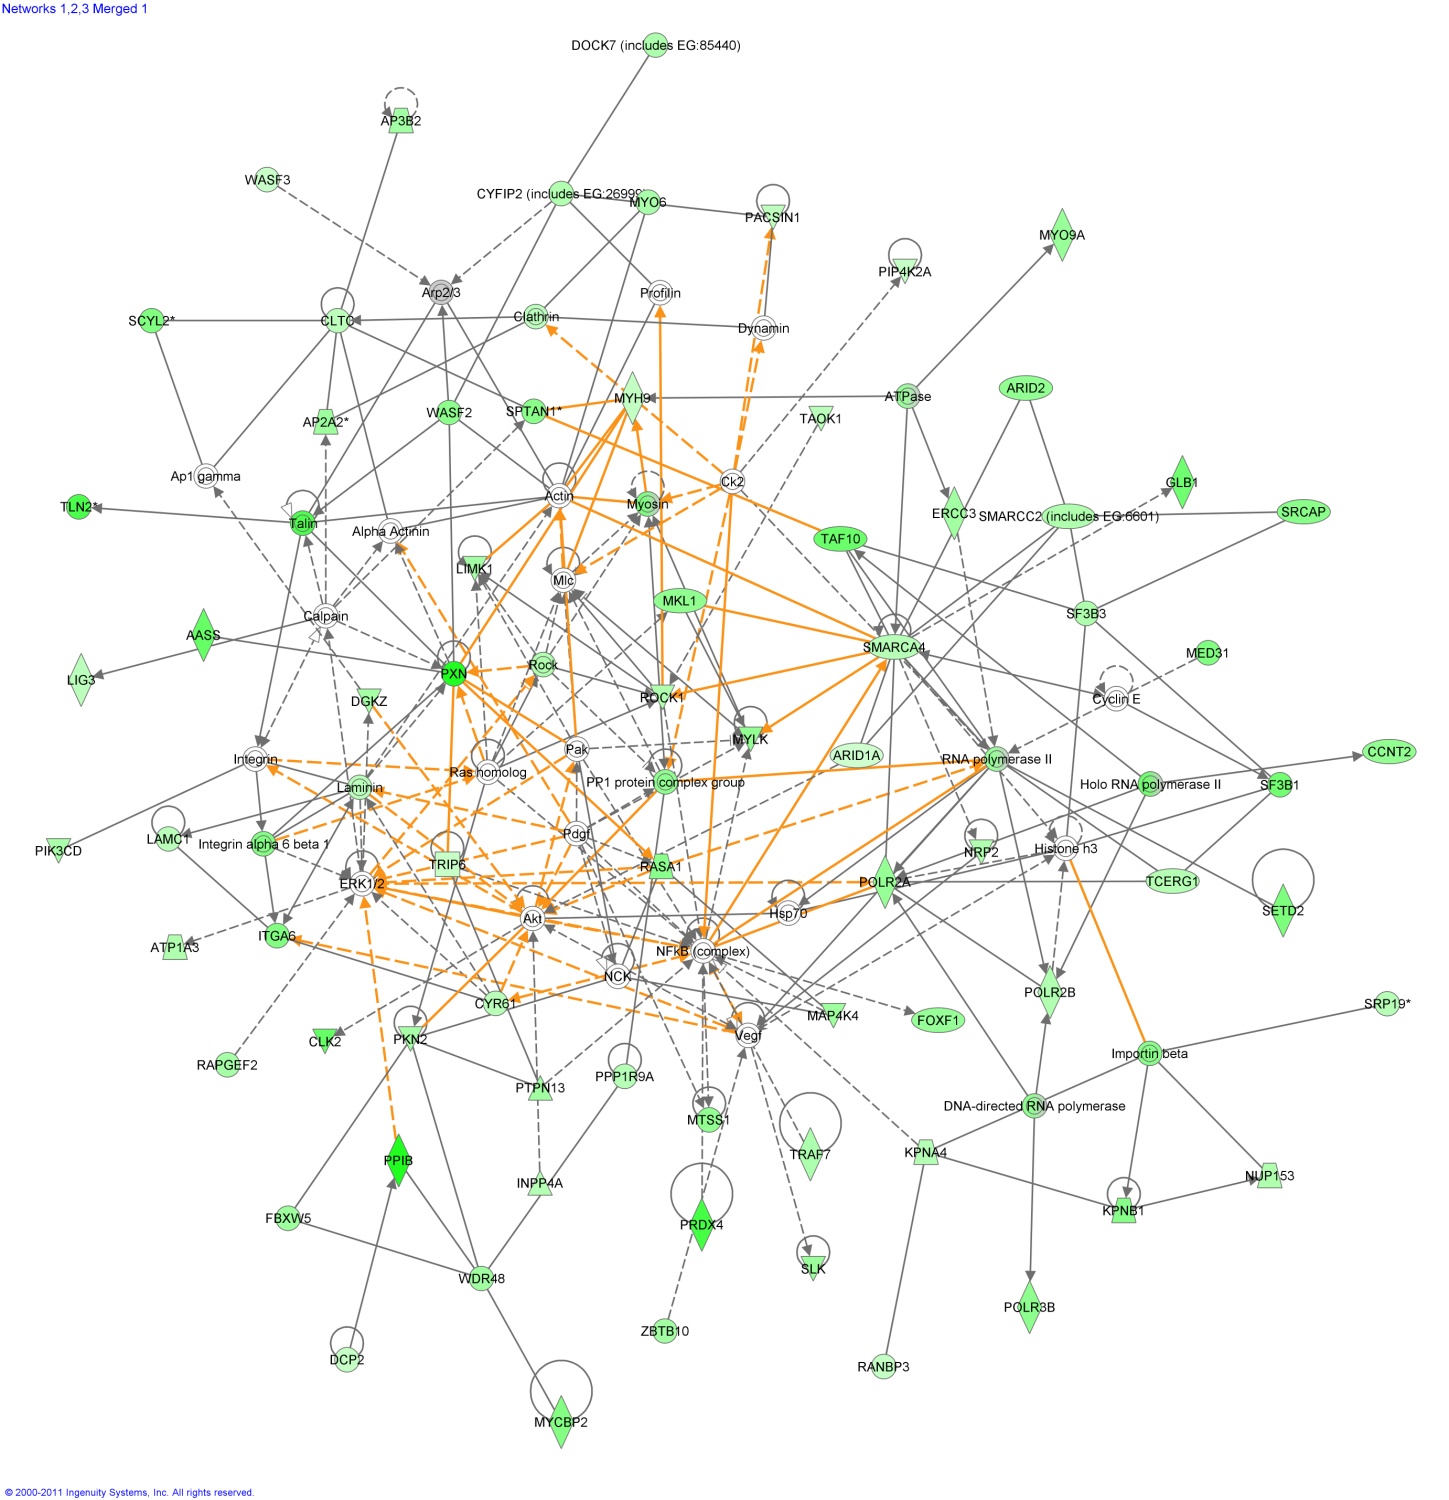

Figure 2: Merged network of the most significant 3 gene networks of genes underexpressed in triploid oyster gonads compared to diploid oyster gonads. The intensity of the node color indicates the degree of upregulation. Nodes are displayed using various shapes that represent the functional class of the gene product.: enzymes (◊), phosphatases (🛆), kinases (∇), peptidases (), G-protein coupled receptor (🗌), transmembrane receptor (), cytokines (□), growth factor (□), ion channel (🗌), transporter (), translation factor ( ), nuclear receptor (), transcription factor () and other (🌕).

How the deposited data were processed for this re-analysis (not part of the article)

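Gonads of triploid Pacific oysters were measured on 35 Agilent 1-colour arrays of 31918 oyster EST probes, 1 array per gonad, in 7 groups given by the sample labels as stage, sex and subgroup (3nα or 3nβ). For 1 gonad of 3n F StIIIα the labels conflict, with individual 6 in its title and individual 2 in its source name, and it is called individual 6 here because Fig. 2 of the paper shows individuals 1, 2, 5 and 6 in this group. The scanner output holds spot intensities, which the authors extracted with Agilent Feature Extraction, background-subtracted on each array and, per the file headers, detrended multiplicatively on 5 arrays, with no normalization between arrays. Each array has 33335 spots, of which 1417 are control spots. The authors also deposited a table of values for the same gonads, in which each score is the log10 of the intensity less the negative controls, with values at or below 0 set to 1, centred to a mean of 0 and scaled to an SD of 1 on each array. This definition was checked on every array, and each of the 35 columns matched its own array best. The 2 columns with a probe off by over 0.01 had 1 such probe each.

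For the analysis, the log2 of the background-subtracted intensity less the 75th percentile of the array was used. Spots marked as outliers by the extraction software, 689 over all arrays, were left out. A probe was tested when it was well above background on every array of at least 1 group, which 25376 probes were and 6542 were not. The share of probes well above background lay between 59.9 and 84.8% per array (median 70.4%), the 75th percentile between 503.3 and 1352 intensity units (median 908.7), and 198 to 361 probes per array were saturated. The arrays were hybridized on 9 slides scanned on 3 days, and slides 31 to 33, 34 to 36 and 37 to 39 were each scanned on a day of their own. The number of arrays limits the precision.

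Differences between groups were tested with limma 3.58.1 in R 4.3.3, on 7 group means over the 35 arrays with moderated variances, and with Benjamini-Hochberg adjusted p under 0.01 as the threshold. The comparisons were 3nα against 3nβ at stage I and in stage III females and males, females against males within 3nα and within 3nβ at stage III, and the interaction of sex and subgroup at stage III. Where a group of gonads was not well above background, the fold was given as a bound against the lowest signal well above background on each array of that group, or the probe's own signal where that was higher. PCA, positions, indexes, clustering and exact permutation tests, all 2-sided, were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The 16 tests on principal components were adjusted together by the Benjamini-Hochberg method.

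The sex-biased probes were those past the threshold between females and males of 3nα at stage III with an absolute log2 difference of at least 1. The female index is the mean over the probes higher in females, scaled so that 3n M StIIIα average 0 and 3n F StIIIα average 1, and the male index is the mean over the probes higher in males, scaled the other way. The position of a gonad is its projection on the line from the mean of the stage I gonads to the mean of the stage III 3nα gonads of its sex over the tested probes, with a 3nα gonad left out of its own line and a 3nβ gonad averaged over these lines.

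Genes were named by a rule set before the data were examined, as were the comparisons, the threshold, the indexes and most alternatives. It takes every gene the paper names in its results or in File S1 whose accession and spot are given in Table 1 or in Files S1, S2, S4 or S5. To these it adds, for each comparison of 3nα with 3nβ and each direction, the 3 probes with the largest log2 difference among those past the threshold, well above background on every array of at least 1 of the groups, without overlap between the groups and with a gene description. Descriptions were held for 1563 probes, from the parts of Files S2, S4 and S5 at hand. The list of genes written with the rule held 54 probes, 3 of them described as vitellogenin, which the paper's results do not name. None of the probe accessions was found in the table of reference genes (0 matched), so the descriptions are those of the paper's files.

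The alternatives were median centring, quantile normalization, normexp background correction with an offset of 50, the authors' scores, no filter on dim probes, Bonferroni adjustment, an adjusted p under 0.05, a minimum log2 difference, slide as a random or a fixed term, only the groups compared, the individual numbers as a block, the methods' t-test, average linkage, probes left uncentred, each series of individuals alone, and the leaving out of each gonad in groups of 3 or 4. A filter for the 15882 probes well above background on all arrays, a term for detrending and indexes on probes chosen without the gonad scored were added after the data were examined. The methods' t-test was computed in Welch's form, with unequal variances, where the paper names Student's t-test. The within-slide correlation for the random term was 0.108. The fits were tested on simulated data, with 100 probes changed by 1 and 100 by 2 on the log2 scale among 25375. At a change of 2, between 27 (interaction) and 79 (stage I) of the 100 were called, at a change of 1 between 0 and 35, with 0 to 2 false calls and 0 wrong signs. The simulated noise was independent between probes and held no difference between slides. These false calls therefore do not cover calls that such a difference would cause. Files S2, S4 and S5 were held in part, with 1895, 619 and 1781 probes, and File S4 was used for descriptions and for a check of its columns. Diploid gonads were not analysed here, so no comparison of diploids with triploids was tested.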

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

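The counts over other splits of the gonads, the comparison of stage I gonads between slide sets and the filter for probes well above background on all arrays were chosen after the results they test were seen.

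In 11 of the 176 groups of 4 to 8 gonads examined, 1 gonad lay far from the others, where 8.8 such groups are expected by chance. In 3n F StIIIα, individual 1 was lowest for foxl2 (AM860211) at 1.94, with the others between 2.59 and 2.70, for DV736924 at 3.42 (others 4.39 to 4.57) and for AM861118 at −0.92 (others 0.43 to 0.595). In 3n M StIIIα, individual 2 was lowest on the male index at 0.897 (others 1.02 to 1.04), in position on the male line at 0.802 (others 0.971 to 0.983) and for histone H4 (DW713865) at 2.44 (others 3.27 to 3.40). Individual 3 was lowest for AM861291 at −7.09 (others −5.36 to −5.27), in a group where this probe was not well above background. In 3n StIβ, individual 7 was lowest for DV736924 at 1.73 (others 5.16 to 6.36) and AM858268 at −1.07 (others 1.46 to 3.39). In 3n F StIIIβ, individual 1 was lowest for the ring finger protein (AM858795) at −0.50 (others 0.126 to 0.129). In 3n St0, individual 4 was highest on the female index at 0.628 (others 0.565 to 0.573). The number is close to that from chance, and no technical or biological explanation was tested for single gonads.

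The effect of subgroup differed between the sexes for 534 probes. Over the probes measured on every array the real groups gave 516, and of 100 splits of the gonads within each sex 2 gave as many as that, the real one included. These splits also count a subgroup difference shared by both sexes, so they do not exclude chance for a difference between the sexes. The other such split, with 1180 probes, kept the real groups of males, which follow the slide sets, and no drawn split with other groups of males gave more than 139. With the subgroup difference shared by both sexes, estimated from the real groups, taken off first, 1 of 100 splits, the real one, gave as many (at most 3 in the others). This argues against chance for the interaction, but not against a difference between slides. A fit with slide as a fixed term could not be made. Among the stage I gonads, 1320 probes (707 higher and 613 lower on slides 31 to 33) differed between the slides of plain-numbered and R-numbered individuals with subgroup in the model. These series also differ in their individuals, so a difference between slide sets and one between subgroups of males cannot be told apart. Whether the sexes differ in the effect of subgroup therefore stays open. Dim probes alone do not account for the larger number in males than in females, because 2823 probes passed in males over the probes well above background on all arrays, and 740 in females.

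Of the named genes, the log2 difference of 3nα minus 3nβ was larger in females than in males by 2.41 for foxl2 (second probe) (AM865563), 1.98 for catenin beta (AM868677), 4.125 for vitellogenin (second probe) (CX069168) and 2.71 for its probe FP089884. It was larger by 6.83 for EW779447, 8.42 for AM862314, 6.23 for AM861291, 7.04 for AM860997 and 6.50 for AM861118, and smaller, at −5.22 and −3.29, for slit homolog 2 (AM863473) and histone H4 (DW713865). Neither male group was well above background for AM865563, and 3n M StIIIα was not for CX069168, FP089884, AM862314, AM861291 or AM861118, so the size of these differences is not measured. Catenin beta was saturated on 1 and AM860997 on 3 of the 4 arrays of 3n F StIIIα, which lowers the estimates of their differences. Some of these calls rest on single gonads or on the processing. Slit homolog 2 (adjusted p = 0.00786 in limma) failed when any gonad but 3n F StIIIα individual 6 was left out, with adjusted p from 0.0105 to 0.0252. CX069168 failed with median centring, quantile normalization, normexp background correction and the authors' scores (adjusted p = 0.0107, 0.016, 0.465 and 0.0457) and without 10 of the 15 gonads. FP089884 failed with median centring (adjusted p = 0.0105), normexp background correction (0.275) and without 3n F StIIIα individual 5 (0.0104) or 3n M StIIIβ individual 2 (0.016) or 3 (0.0226). AM865563 failed with normexp background correction (0.0869) and without 3n M StIIIβ individual 3 (0.0112), and AM861118 without 3n M StIIIβ individual 1 (0.0106) or 3 (0.0105). The other 6 passed in each alternative run for them. The difference between slide sets stays open for each of these genes as for the count.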

How the results depend on the processing

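The filter for probes well above background on all 35 arrays, the detrending term and the indexes on probes chosen without the gonad scored were chosen after the results were seen.

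Between 3nα and 3nβ females, 723 probes passed the threshold. The count was 1119 with the authors' scores, 135 with Bonferroni adjustment, 1415 at an adjusted p under 0.05, 356 with slide as a fixed term and 104 with only the groups compared. The methods' t-test, in Welch's form, called 0 with either adjustment. Over the other alternatives it lay between 579 and 1068. Without 1 gonad it ran from 349 (without 3n F StIIIα individual 2) to 834 (without 3n F StIIIα individual 6).

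Between 3nα and 3nβ males, 3459 probes passed. The count was 2038 with quantile normalization, 1859 with normexp background correction, 124 with Bonferroni adjustment, 6934 at an adjusted p under 0.05 and 1417 with only the groups compared, and the methods' t-test called 0 with either adjustment. The others gave 2818 to 5158. Without 1 gonad it ran from 1128 (without 3n M StIIIβ individual 1) to 3285 (without 3n M StIIIα individual 2), with 1428 without 3n M StIIIβ individual 3 and 2095 without 3n M StIIIα individual 1.

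At stage I, 0 probes passed in limma, and 3104 had an unadjusted p under 0.05. At an adjusted p under 0.05 there were 5, and 1 each with slide as a fixed term, with plain-numbered individuals only and with R-numbered individuals only. The remaining alternatives gave 0, the methods' t-test included. The interaction gave 534, and 1149 with median centring, 225 with normexp background correction, 65 with Bonferroni adjustment, 1743 at an adjusted p under 0.05, and 405 to 722 otherwise. Without 1 gonad it ran from 233 (without 3n M StIIIβ individual 3) to 539, with 249 without 3n M StIIIβ individual 1, 300 without 3n F StIIIα individual 2, 344 without 3n F StIIIβ individual 1 and 349 without 3n M StIIIα individual 1.

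Between the sexes of 3nα, 7832 probes passed, 4635 with normexp background correction, 1803 with Bonferroni adjustment, and 29 and 3561 with the methods' t-test under Bonferroni and Benjamini-Hochberg adjustment. Between those of 3nβ, 883 passed, 257 with Bonferroni adjustment, 1587 at an adjusted p under 0.05, 424 with only the groups compared, and 1 and 3 with the methods' t-test. Without 1 gonad the counts ran from 6410 to 7363 in 3nα and from 527 (without 3n M StIIIβ individual 3) to 739 in 3nβ, with 558 without 3n M StIIIβ individual 2.

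With the individual number as a replicate block, 0 probes passed between 3nα and 3nβ females, 0 between 3nα and 3nβ males, 0 between the sexes of 3nα and 0 between those of 3nβ. The numbers do not name pairs, and the correlation of gonads sharing one ran from −0.146 to 0.116.

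Stricter or looser adjustment moves the counts by construction, and fewer groups or gonads leave a less precise spread. For the other changes the cause was not tested. Probes shared with the count first given were 633 (median centring), 717 (quantile), 608 (normexp) and 686 (authors' scores) of 723 in females and 2298, 1399, 1769 and 2183 of 3459 in males. In males, between the sexes of 3nα and for the interaction, the split by direction moved most with median centring. In females the split moved most with Bonferroni adjustment, to 134 higher and 1 lower in 3nα. Between the sexes of 3nβ it moved most at an adjusted p under 0.05, to 321 higher in females and 1266 higher in males. In males 4588 probes were higher and 570 lower in 3nα with median centring, and 1461 and 398 with normexp, around median differences of 0.262 and 0.367 in place of −0.20. Between 3nα females and males it was 1879 and 6008 with median centring, around −0.182 in place of 0.31, and for the interaction 213 and 936, around −0.256 in place of 0.176.

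PC1 held 27.3% of the variance, 24.6% with quantile normalization, 29.8% with normexp background correction, 24.6% without the filter on dim probes, 34.8% over probes well above background on all arrays and 89.4% with probes not centred. Of the 16 comparisons on the components, 10 had an adjusted p under 0.05 with probes not centred (permutation test) and 0 in the other settings. At stage III this depends on how many tests reach the smallest possible p. With average linkage and in each other setting run, 0 of the 8 3n StIα joined the branch of the 3n M StIIIα.

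The position of 3n F StIIIβ relative to 3n F StIIIα was −0.2095, with −0.3435 to −0.1904 over the settings and −0.235 to −0.164 without 1 gonad. In males it was −0.327, with −0.424 as the most negative setting and −0.352 to −0.292 without 1 gonad, where the smallest possible exact p is 0.1 or 0.0667. Slide set and subgroup cannot be told apart for this male difference. The female index of 3n M StIIIβ was 0.628, 0.376 to 0.624 over the settings, 0.62 on probes chosen without the gonad scored (0.541 above 3n M StIIIα), and 0.561 to 0.658 without 1 gonad. The male index of 3n F StIIIβ was 0.00548, with −0.0498 and an exact p of 0.0286 under normexp background correction, and −0.0068 to 0.0391 without 1 gonad, the last without 3n F StIIIα individual 6 and with an exact p of 0.0286.

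The female index at stage I was higher in 3nβ by 0.0529. This fell to 0.0126 with median centring, 0.0193 with normexp background correction and 0.03547 in plain-numbered individuals only, and the sign changed with quantile normalization (−0.00828), the authors' scores (−0.0113) and probes well above background on all arrays (−0.00444). The cause was not tested except for dim probes.

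All 23 probes compared with the paper's diploid means lay on the same side of them with the scores and with scanner values put on that scale. The paper had listed these probes from the same gonads, so the side of the scores was fixed in advance. The scanner values come from the same arrays. Of 1337 alternative values of the 99 comparisons of named genes, 45 of which passed the threshold, 1213 kept direction and call, 102 lost the call, 16 gained it and 6 changed sign. Of these 6, 1 had passed the threshold, the second vitellogenin probe (CX069168) in males, at −2.49 and 0.208 with normexp. The other 5 were foxl2 (second probe) (AM865563), AM858918, FP089884 and FP005965 in males and elav-like 4 (AM867021) in females. For these, neither the value first given nor the one with the other sign passed. In males AM865563 did pass with median centring, and the lowest adjusted p of FP089884 over its alternatives was 0.00454 in limma. Of those that left out 1 gonad, 615 kept direction and call, 68 lost the call, 1 gained it and 1 changed sign. Probes near background have no measurable fold, and the 6542 that did not pass the filter were tested only without it.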

Differences from the paper's values

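The filter for probes well above background on all arrays was chosen after the results were seen, while the other fits and alternatives reported here were set before the data were examined and the comparison of the columns of File S5 with both male groups before its result was seen.

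The paper gives 89.8% of the variance for PC1, over diploids and triploids together, and the triploids alone gave 27.3%. With probes not centred, the value was 89.4% and within 1.5 times the paper's, while the other alternatives, 24.6 to 34.8%, were not, the highest of them over probes well above background on all arrays, which was chosen after seeing the values. The methods of the paper state that the log values of each gene were centred relative to zero, and the deposited scores, whose PC1 is among these alternatives, are centred on each array. For PC2 the paper gives 1.43%, and the triploids gave 13.8%, with 2.73% for probes not centred and 11.2 to 13.5% in the others, none of them within that range. For PC3 the paper gives 0.94% against 6.64%, and for PC4 0.70% against 4.39%. Here the uncentred probes, with 1.16% and 0.753%, were within 1.5 times the paper's values and no other alternative was.

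In the paper's File S5, the mean score of foxl2 (AM860211) is 1.65 under the heading of 3nα males and 0.597 under that of 3nβ males, and the arrays gave 0.597 for 3n M StIIIα and 1.65 for 3n M StIIIβ. For pthr (FP010320) the paper's values are 1.81 and 0.592, and the arrays gave 0.592 and 1.81. The scale is the same, and no alternative applies to the scores.

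The paper counts more genes in females than in males among 2n, 3nα and 3nβ. Without diploids, 3459 probes passed between 3nα and 3nβ males and 723 between 3nα and 3nβ females, which is another comparison. With normexp background correction the counts were 1859 and 819, still more in males. Bonferroni adjustment gave more in females, 135 against 124.

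The text of the paper places triploid stage 0 with the male branch, while all 4 3n St0 read from its Fig. 2 lie on F.1. Clustered on probes that differed between mature 3nα males and females, 0 of 4 gonads of 3n St0 joined the branch of the 3n M StIIIα in any of the 8 settings. In 4 of these that branch also held the stage III females, so it was not a male branch. The paper names smarca1 among its genes, and its probe AM864483 is described as SMARCAD1. The paper lists the ap2 complex as higher in triploids. Of its 4 probes here, sigma and mu-1 lay above the paper's diploid mean in 32 and 33 of 35 gonads and both probes of alpha-2 below it in 35 and 34.

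Several genes the paper lists for 3nα or 3nβ did not pass between these 2 groups of triploids alone. In females these were htra1 (adjusted p = 0.0345 in limma), glypican-5 (0.0569), bmp2 (0.231), enkurin (0.532), slit homolog 2 (0.789), elav-like 4 (0.952) and mcm3 (0.0368). Glypican-5 passed with the authors' scores (0.0065), and no setting run called the other 6. In males these were the ring finger protein (0.0212), the ef-hand calcium-binding protein (0.159 and 0.39) and f box only protein 43 (0.266). Median centring called the ring finger protein (0.00298), and no setting run called the others. All of these differences had the direction the paper gives. In simulated data, 7 of 100 changes of 1 on the log2 scale were called in females and 2 of 100 in males. A gene that did not pass may therefore still differ by that much.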

Other observations

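The tests on slide sets, on the series of individuals, on dim probes, on the mean level of probes and on other splits of the gonads were chosen after the results were seen, while those on detrending, on female RNA and on the headings of File S5 were set out before.

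The counts of probes were compared with those from other splits of the same gonads, over the probes measured on every array. For 3nα against 3nβ females, 1 of 35 splits, the real one, reached its count (702, at most 20 in the others). For males it was 1 of 35 (3388, at most 962), for the sexes of 3nα 1 of 35 (7697, at most 1) and for those of 3nβ 1 of 35 (870, at most 148). The real split gave the largest count in each, which argues against chance. With 35 splits no stronger result was possible, so chance is not excluded. At stage I, 100 of 100 splits reached the count, which any split does for a count of 0, so this says nothing on chance. An unadjusted p under 0.05 was reached by 3057 of these probes in the real split and by as many in 12 of 100 splits, the real one included, so chance cannot be excluded by this test. Among 100 splits with 4 gonads of each series of individuals in each group, as in the real one, 4 reached as many (at most 4718). The 2 tests differ, and chance stays open at stage I.

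Among the females on slides 34 to 36, multiplicative detrending had been applied to 3 of the 4 arrays of 3n F StIIIα and 2 of the 4 of 3n F StIIIβ. With detrending as a term, 579 probes passed between 3nα and 3nβ females, 557 of which passed without it, and 1 probe passed for detrending itself. Detrending is thus not the whole cause of the difference. Differences in individuals or in maturation stay open, untested.

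The 3n M StIIIβ had a female index of 0.628, between 3n M StIIIα and 3n F StIIIα. A mixture with RNA of mature females would need the same share for all transcripts. The 50 most female-biased probes needed a median of 15.5% of female RNA (quartiles 5.23 and 31.1%), while foxl2 (AM860211) needed 256.5% and pthr (FP010320) 165.8%, and the abundant vitellogenin probes only 0.779, 0.44 and 0.392%. RNA of stage III females therefore cannot account for the index, and RNA of another tissue was not tested. The slides of the male groups differ, and the female-biased probes were chosen between 3n F StIIIα on slides 34 to 36 and 3n M StIIIα on slides 31 to 33, so that a difference between slides alone would move the 3n M StIIIβ in the same direction. On slides 34 to 36 the 3n M StIIIβ lay below 3n F StIIIβ at 0.883 (exact permutation p = 0.0286). Stage I gonads lay at 0.506 on slides 31 to 33 and 0.49 on slides 37 to 39 (exact permutation p = 0.502), and no stage I gonad lay on slides 34 to 36. Slide set and subgroup therefore cannot be told apart for this index. Stage I gonads lie above 3n M StIIIα on this scale, so a less mature male profile may also raise it, which the paper's delay of 3nβ would give and which was not tested. The level of stage I moves with the processing, and the 3n M StIIIβ lay above it here and without the filter on dim probes, and below it with median centring, quantile normalization, normexp background correction, the authors' scores and over probes well above background on all arrays (0.549 against 0.816 and 0.812).

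For all 1781 probes held from File S5, the means under the 3nα and 3nβ headings of males equalled the means of the 3nβ and 3nα arrays, while the female columns equalled their own groups. This is in line with an exchange of the male headings in the file. An exchange of the labels of the arrays would leave the same pattern in the file, but the text of the paper has foxl2 higher in 3nβ than in 3nα males, as the arrays have under their labels. The slides in the sample labels equal those of all 35 arrays.

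The female index at stage I was higher in 3nβ by 0.0529, and by −0.00444 over probes well above background on all arrays. Dim probes are therefore a candidate explanation for the difference. Differences between the subgroups stay open, untested.

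Read from Fig. 2, 0 of 4 plain-numbered and 3 of 4 R-numbered 3n StIα lie on F.1 (Fisher's exact test, 2-sided p = 0.143), while the 3n StIβ on the slides of the plain-numbered ones all lie on F.1. With 4 gonads per series, the series of individuals, with its slides, cannot be told apart from sex or stage as the source of the division.

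With probes not centred, PC1 of the triploids held 89.4% of the variance, and with probes centred 27.32%. The mean level of each probe, shared by every gonad, may therefore account for most of the variance on an uncentred first component. The paper's methods state that the log values of each gene were centred relative to zero, while the deposited scores are centred on each array, so the cause of the difference from the paper's share stays open.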
